# FBXW7-mediated CHK2 regulation modulates DNA damage response and cellular stability in Huntington’s disease

**DOI:** 10.1038/s41420-025-02798-x

**Published:** 2025-11-03

**Authors:** Tae Eun Kang, Yu Min Lee, Seung Ho Choi, KyoungJoo Cho

**Keywords:** Huntington's disease, Huntington's disease, DNA damage response

## Abstract

DNA damage activates the DNA damage response (DDR) machinery. However, aging impairs DDR in neurons, thereby increasing susceptibility to neurodegenerative diseases, such as Huntington’s disease (HD). The mutant huntingtin (mHTT) protein interferes with DNA repair, leading to DNA lesions and a feedback loop of cellular stress that accelerates neurodegeneration. Although the individual roles of FBXW7, ATM, and checkpoint kinase (CHK) are well-known in DDR, their combined roles in HD remain unclear. In this study, we investigated the FBXW7-mediated CHK2 pathway in HD, in which mHTT levels increase, whereas wild-type (WT) HTT levels decrease. HD cells containing mHTT or expanded polyQ-HTT were more prone to DNA damage than cells containing wtHTT or normal-length polyQ, demonstrating the increased vulnerability of HD neurons. Downregulating the expression of FBXW7 reduces susceptibility to DNA damage and promotes cellular stability. Additionally, FBXW7 specifically prevented CHK2 degradation, but not CHK1 degradation. This suggests a selective role in DDR regulation. Thus, the FBXW7-CHK2 pathway may alleviate DNA damage in HD by supporting DDR and inducing cell cycle arrest. The intricate relationship between DDR and HTT is fundamental to the pathophysiology of HD. Elucidating these mechanisms could facilitate the development of new therapeutic strategies that enhance DNA repair or correct DDR dysfunction, thereby slowing disease progression or delaying symptom onset. Understanding this pathway may provide insights into the targeting of DNA repair defects in HD and related neurodegenerative disorders.

## Introduction

DNA damage activates the DNA damage response (DDR) machinery, which is essential for genomic integrity. Although the precise mechanisms underlying Huntington’s disease (HD) remain unclear, accumulating evidence suggests that impaired DDR, particularly involving double-strand break (DSB) repair, may contribute to HD pathogenesis alongside other disrupted cellular pathways. DDR weakening in the aged brain and HD neurons causes genomic instability [1, 2]. Genetic modifiers of HD are linked to DNA repair and mitochondrial function in both symptomatic and asymptomatic patients with HD [2, 3]. The mutant Huntingtin protein, with expanded CAG repeats, forms toxic fragments that accumulate in neurons and disrupt normal function [2, 4]. The mHTT interferes with DNA repair, consequently promoting the formation of DNA lesions and exacerbating neurodegeneration through a feedback loop of cellular stress [2, 5]. Unrepaired DNA DSBs prolong DDR activation. Given the essential role of DSB repair pathways, such as homologous recombination (HR) and nonhomologous end joining in maintaining genome integrity, we investigated how HTT depletion affects the cellular response to DSBs and other forms of DNA damage [2]. Senescent neurons exhibit metabolic dysregulation, mitochondrial impairment, and increased secretion of prooxidant and proinflammatory factors that contribute to age-related neurodegeneration [6]. The MRN complex, which is composed of Mre11, Rad50, and Nbs1, detects DNA breaks and activates the ATM kinase, which phosphorylates and activates Checkpoint kinase protein, including Checkpoint kinase 2 (CHK2) [7]. Activated CHK2 stabilizes and activates p53 through phosphorylation, thereby coordinating DNA repair and apoptosis [7, 8]. CHK2 degradation occurs via the ubiquitin-proteasome pathway, and the CRL E3 ubiquitin ligase complex is mainly charged [7]. Among them, the role of FBXW7 has been mentioned in neuronal disease [9, 10], but the exact role of FBXW7 in this process (DDR of neurodegenerative diseases) remains largely understudied [10].

FBXW7, an F-box and WD repeat domain-containing protein, is a substrate recognition subunit of the SKP1-Cullin1-F-box E3 ubiquitin ligase complex responsible for targeted protein degradation [9]. In the brain, FBXW7 primarily modulates neurodevelopment via substrates, such as Notch and c-Jun, the stability of which is controlled by FBXW7-mediated ubiquitination [11]. Although FBXW7 mutations are not linked to neurodevelopmental disorders, substrate mutations have been implicated in related diseases [10]. In Alzheimer’s disease, FBXW7 may regulate cellular senescence by promoting telomere uncapping through the degradation of the telomere protection protein TPP1 [10, 12]. In HD, FBXW7 also contributes to the pathogenesis of HD by targeting p53 for degradation. p53 interacts with dynamin-related protein 1 to promote mitochondrial fragmentation, a key mechanism involved in HD neurodegeneration [13, 14].

We hypothesized that mHTT disrupts the FBXW7-mediated DDR and accelerates neuronal damage. Our study showed that FBXW7 primarily blocks CHK2 degradation, but not that of CHK1, in HD cells. The subsequent increase in the expression of Ku70, a DNA repair protein, may delay HD pathology. Further investigation of the FBXW7-CHK2 axis in HD cells revealed a novel link in mHTT-induced DDR dysfunction, consequently providing potential therapeutic targets.

## Results

### HD neuronal cells containing expanded polyQ are susceptible to DNA damage

We characterized the response to DNA damage in normal and HD neuronal cells expressing mHTT with expanded polyQ repeats. We evaluated γH2AX, the phosphorylated form of the histone variant H2AX, was used as a biomarker for DNA DSBs. γH2AX expression increased in the brain tissues of symptomatic 12-week-old R6/2 HD mice compared to that in wild-type (WT) mice. Furthermore, γH2AX expression in HD mice was slightly higher in the striatum than in the cortex (Fig. 1A). STHdh HD cells containing expanded polyQ (Q111) also showed increased γH2AX levels compared to WT (Q7) cells. In this study, mouse-derived STHdh Q7 and Q111 cells served as a physiologically relevant model system that endogenously expresses WT or mutant HTT, respectively, allowing us to validate our findings in a genetically accurate HD setting. Moreover, γH2AX levels were significantly elevated upon exposure to DNA-damaging agents, such as ionizing radiation (IR), hydroxyurea (HU), or mitochondrial toxin 3-nitropropionic acid (3NP), indicating increased DNA damage (Fig. 1B). HD neuronal cells consistently exhibited significantly higher levels of DNA damage upon exposure to HU for mimicking aged condition and leading proliferation DNA damage, as quantified based on γH2AX foci (Fig. 1C). The immunocytochemical staining of STHdh HD cells (Q111) revealed a significantly higher number of γH2AX-positive cells with distinct foci formation than in STHdh WT cells (Q7). This demonstrates reduced cell viability compared to that in normal neuronal cells. Comet assays were subsequently performed using WT (Q7) and HD (Q111) cells by 3NP exposure (Fig. 1D). Consistent with the γH2AX results in WB or ICC, DNA damage was observed in both cell types. Analysis of comet tails upon 3NP exposure revealed increased DNA damage in both Q7 and Q111 cells at 4 h, which persisted for 24 h. The increase in DNA damage was more pronounced in Q111 cells than in Q7 cells (Fig. 1D, right graph). These results demonstrate that HD neuronal cells with expanded polyQ repeats increased γH2AX expression and comet tail length, which exhibit elevated DNA damage. It showed greater susceptibility to DNA damage in the striatum than in the cortex.

**Fig. 1:**
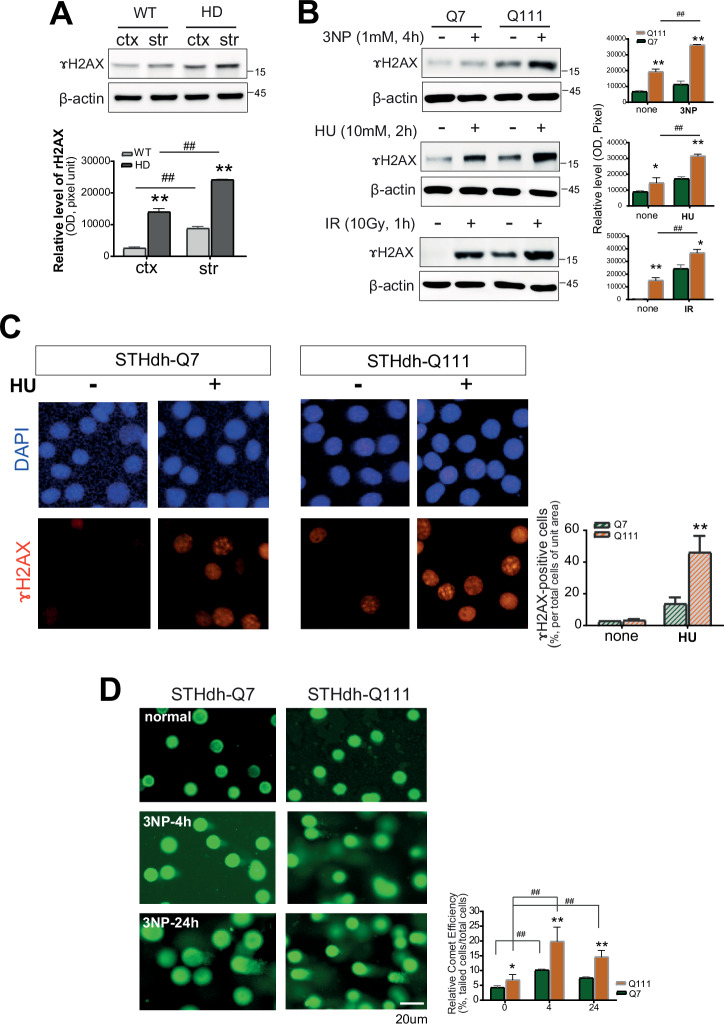
HD neurons with expanded polyQ repeats show increased DNA damage. **A** γH2AX levels are elevated in symptomatic R6/2 HD mouse brains (*n* = 5 each) in Western blot analysis. The quantitative values were normalized to each beta-actin. **B** mHTT (Q111) STHdh cells show increased γH2AX after DNA damage in Western blot analysis (*n* = 7). The quantitative values were normalized to each beta-actin. **C** Immunocytochemistry presents Q111 cells have more γH2AX foci after HU exposure (*n* = 5). **D** Comet assay shows more DNA breaks in Q111 cells treated with 3NP (*n* = 5). All experiments were independently performed at least three times to ensure reproducibility. Data are expressed as the mean ± std from at least three independent experiments. Statistical significance was determined using t-test; *p < 0.01, **p < 0.001, versus WT cells; ^*#*^*p* < 0.01, ^*##*^*p* < 0.001, between the same group. *, indicating statistical significance among time points within each group (siNC or siHTT). #, indicating statistical significance between siNC and siHTT groups at a time-point.

### Reduction of wtHTT expression by increasing expanded polyQ-HTT or siHTT causes susceptibility to DNA damage

To assess how polyglutamine expansion influences DNA damage sensitivity and cellular stress responses, we validated the impaired DDR in the PC12 cells stably expressing either WT HTT (Q23) or expanded polyQ HTT (Q74). PC12 cells conditionally expressing polyQ23 (nonpathogenic) or polyQ74 (pathogenic) HTT in response to doxycycline were used to investigate the effects of mHTT on the DDR. γH2AX levels increased in a time-dependent manner following 3NP exposure. This increase was significantly more pronounced in cells expressing polyQ74 than in those expressing polyQ23 (Fig. 2A). Ku70 expression was also markedly elevated in polyQ74-expressing cells, suggesting that mHTT enhanced DDR activation. It demonstrates that mHTT, including abnormally expanded polyQ alone, is sufficient to induce the condition of DNA damage even in the absence of external stress. To further validate the role of mHTT in the modulation of the DDR, we used the STHdh cell model of HD, and γH2AX levels increased in both Q7 and Q111 cells following 3NP exposure; however, Q111 cells exhibited an earlier onset at 2 h and greater magnitude of γH2AX induction than Q7 cells (Fig. 2B). Similarly, Ku70 expression was significantly upregulated in Q111 cells 8 h post-treatment, indicating stronger DDR activation. Moreover, phosphorylated CHK1 (pCHK1, Ser345), a key mediator of cell cycle arrest upon DNA damage, was markedly elevated at 2 h in Q111 cells compared to Q7 cells, suggesting that mHTT accelerates the cellular recognition of DNA damage and activation of downstream signaling pathways. We employed siRNA-mediated knockdown of wtHTT in HeLa cells to determine whether the loss of normal huntingtin (wtHTT), which has been implicated in the regulation of genomic stability, affects DDR. Western blotting revealed a marked increase in γH2AX levels following wtHTT depletion, consistent with the response observed in the expanded polyQ mHTT expression (Fig. 2C). The expression of Ku70, a critical DNA repair factor, was significantly upregulated in wtHTT-deficient cells following DNA damage. Additionally, phosph-p53, a key transcriptional regulator that is activated in response to genotoxic stress, showed more robust activation in wtHTT-knockdown cells than in controls. To assess the extent of DNA damage associated with altered DDR signaling, we performed comet assays to visualize and quantify the DNA strand breaks in cells with reduced wtHTT expression. Cells in which wtHTT expression was downregulated by siRNA exhibited longer comet tails under basal conditions, indicating increased endogenous DNA damage (Fig. 2D, the upper images). DNA damage was further exacerbated upon exposure to IR (Fig. 2D, the lower images). Quantitative analysis confirmed significantly greater DNA damage in wtHTT-deficient cells than in controls, both at baseline and after IR. These findings indicate that susceptibility to DNA damage was enhanced by not only increased mHTT but also loss of wtHTT, including normal length polyQ stretch.

**Fig. 2:**
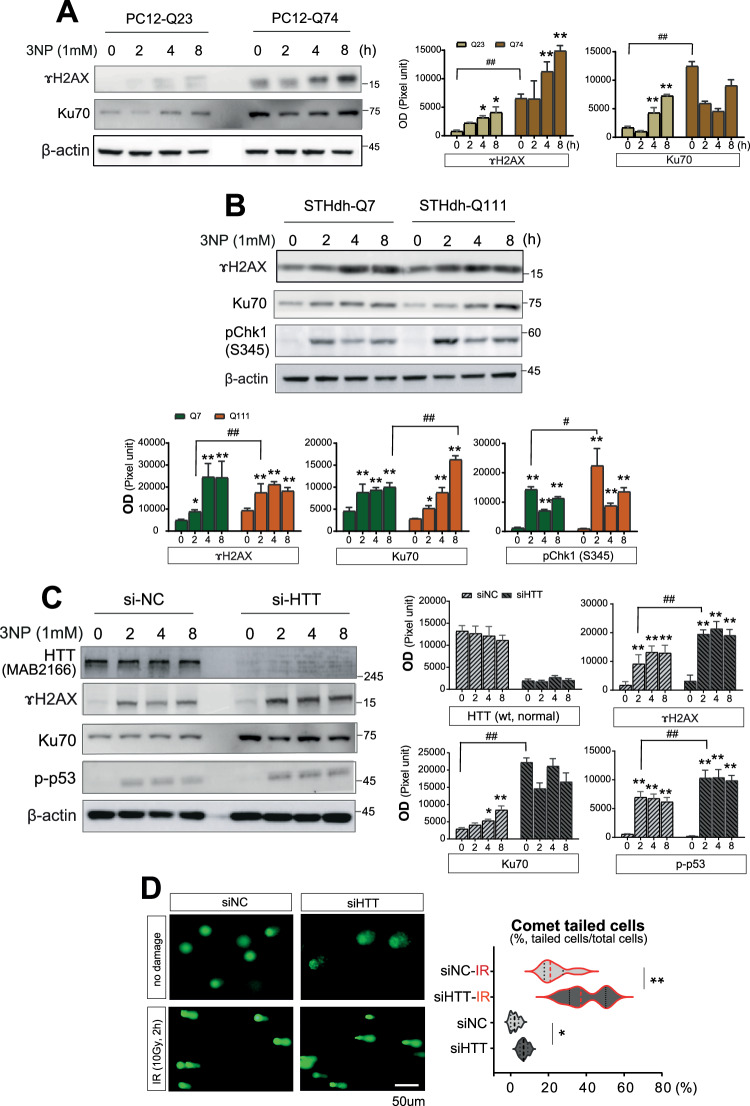
Mutant HTT affects DDR and DNA damage. **A** Western blot analysis shows polyQ74-PC12 cells increased γH2AX and Ku70 after 3NP (*n* = 5). The quantitative values were normalized to each beta-actin. **B** Q111-STHdh cells have earlier, stronger γH2AX, elevated Ku70, and higher CHK1 (Ser345) after 3NP by Western blot analysis (*n* = 7). The quantitative values were normalized to each beta-actin. **C** wtHTT knockdown in HeLa cells increases γH2AX and Ku70 and activates p53 after 3NP (*n* = 5). The quantitative values were normalized to each beta-actin. **D** wtHTT-depleted HeLa cells show increased comet tail length and are more sensitive to IR (*n* = 5). All experiments were independently performed at least three times to ensure reproducibility. Data are expressed as the mean ± std. Statistical significance was determined using one-way analysis of variance, followed by Tukey’s post-hoc test. *p < 0.01, **p < 0.001; ^*#*^*p* < 0.01, ^*##*^*p* < 0.001, t test between the same group. *, indicating statistical significance among time points within each group (siNC or siHTT). #, indicating statistical significance between siNC and siHTT groups at a time-point.

### FBXW7 interacted with wtHTT, and an FBXW7-induced decrease in CHK2 levels was associated with DDR in HD cells

We identified FBXW7 as a candidate molecule involved in both the DDR and in HTT degradation. RNAseq analysis of brain tissues from R6/2 HD mice revealed a significant increase in FBXW7 expression after symptom onset compared with pre-symptomatic stages (GEO accession number: GSE276407). 

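RNAseq was performed on the striatum and cortex of R6/2 mice, which carry a transgene with the first exon of human HTT and an expanded CAG repeat, and of their WT littermates. The 12 libraries comprised 2 of post-symptomatic HD striatum, 2 of post-symptomatic HD cortex, 2 of pre-symptomatic HD striatum and 2 of pre-symptomatic HD cortex. WT littermates were represented by 1 library for each region at each of the 2 ages. The sample labels give the post-symptomatic age as 13 weeks and the pre-symptomatic age as 8 weeks, whereas Fig. 5A gives 12 weeks for the HD mice. The libraries were made with the Lexogen QuantSeq kit, which sequences the 3′ ends of polyadenylated transcripts, so that a gene's reads do not depend on its length. The authors deposited the number of reads on each gene, listed by gene symbol, without normalization. The paper's text names no aligner, genome build or counting rule for these data. Its statistics section names unpaired t-tests and one-way ANOVA for the study in general, without a test or an adjustment over genes for RNAseq. The total count lay between 8814386 and 9664091 in post-symptomatic HD striatum and between 10518927 and 11242872 in post-symptomatic HD cortex. It lay between 9185126 and 9528462 in pre-symptomatic HD striatum and between 10336064 and 10658856 in pre-symptomatic HD cortex. The WT libraries held 10226002 counts in striatum and 11899125 in cortex at the post-symptomatic age, and 9394255 and 12091201 at the pre-symptomatic age. The precursor of ribosomal RNA, listed as Rn45s, took between 10.5% and 15.2% of the counts in the HD libraries and between 4.32% and 5.62% in the WT libraries. The files give no molecular identifiers, so the precision that the counts give covers counting error only. Counts were scaled by edgeR's TMM method and tested with its quasi-likelihood test, with region as a term and Benjamini-Hochberg adjustment over all genes that passed a filter on low counts. HD mice after symptom onset were compared with pre-symptomatic HD mice over 13944 genes, of which 900 had an adjusted p-value under 0.05. Of these, 269 were higher and 631 were lower after symptom onset. The number was 161 at an adjusted p-value under 0.01 and 1680 with DESeq2. With single libraries left out, it was 211 without replicate 1 of post-symptomatic HD cortex and 1518 without replicate 2 of pre-symptomatic HD striatum. HD mice were compared with WT mice of the same age in a fit of all 12 libraries over 14706 genes. These tests hold no variation between WT mice of the same age and region. A library batch that follows genotype, as the share of Rn45s does, cannot be told apart from genotype in them. Xist and Y-linked genes showed that replicate 1 of each HD group came from a male and replicate 2 from a female, so each stage held both sexes in both regions. The WT mouse was female at the post-symptomatic age and male at the pre-symptomatic age. Replicate 2 of pre-symptomatic HD striatum differed from replicate 1 in tissue markers, with a median log2 ratio of -1.59 for striatum markers and of 2.30 for oligodendrocyte markers.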

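The files list FBXW7 by its mouse symbol, Fbxw7. In the GENCODE M21 annotation of GRCm38, a build used here only to place the gene because the files name none, Fbxw7 is a protein-coding gene on the plus strand of chromosome 3 from 84815268 to 84979198. The annotated genes Gm37726 on the same strand and Gm37240 on the opposite strand overlap it, and their reads could have been counted with it. In striatum, Fbxw7 was at 246.3 ± 10.7 CPM (counts scaled to library size; SD, n = 2) in pre-symptomatic HD mice and at 151 ± 16.8 CPM (SD, n = 2) in post-symptomatic HD mice. In cortex, it was at 712.6 ± 14.1 CPM (SD, n = 2) before and 303.7 ± 1.8 CPM (SD, n = 2) after symptom onset. The raw counts ranged from 1298 to 6912 in the HD libraries, so counting error was small beside these differences. Over both regions the log2 fold change after symptom onset was -0.96 (standard error 0.14, adjusted p = 0.00524 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every post-symptomatic library was below every pre-symptomatic library of the same region. An exact permutation test of stage within region gave a two-sided p = 0.0556, the smallest p that 2 against 2 libraries in each region allow. That test and the edgeR fit treat the regions as independent, while libraries of the same number may come from 1 mouse. With each such pair kept together, the exact permutation test has 6 arrangements and gave a two-sided p = 0.333, the smallest it allows. With the mouse as a random block in voom, the log2 fold change was -0.98 (adjusted p = 0.00379). That fit shares a single correlation between all genes and still takes its error from libraries. It is therefore no test with mice as units. Taken by region, the log2 fold change was -0.68 in striatum (standard error 0.15, adjusted p = 0.111) and -1.25 in cortex (standard error 0.15, adjusted p = 0.0170) by edgeR's quasi-likelihood test. The change in striatum less that in cortex was 0.57 on the log2 scale, with an adjusted p of 1.0 by the same edgeR test. With DESeq2 the striatal change passed the threshold, with a log2 fold change of -0.72 and an adjusted p of 0.00608. The adjusted p under the other alternatives lay between 0.0793 and 0.297. Over both regions the log2 fold change stayed between -1.07 and -0.90 across the 17 other settings, and the largest adjusted p from any of them was 0.0387. WT mice had 263.2 CPM in striatum and 602.9 CPM in cortex at the post-symptomatic age, with 1 library each. HD mice were lower than WT mice at this age by a log2 fold change of -0.90 (standard error 0.15, adjusted p = 0.00597, edgeR). No variation between WT mice of this age and region enters that error. At the pre-symptomatic age the log2 fold change was -0.12 (standard error 0.16, adjusted p = 0.804, edgeR), which was within its error. The WT libraries of this age were at 328.2 CPM in striatum and 635.1 CPM in cortex. The log2 ratio of HD to WT was -0.41 in striatum and 0.17 in cortex, in opposite directions that the fit of both regions averages, and 1 WT library per region allows no test of either. Between the 2 ages Fbxw7 changed in WT mice by -0.20 on the log2 scale (standard error 0.18, adjusted p = 1.0, edgeR). The change in HD mice less that in WT mice was -0.78 (standard error 0.22, adjusted p = 0.242, edgeR), which did not pass the threshold over all genes. The paper states that its RNAseq analysis showed a rise of FBXW7 after symptom onset, and names FBXW7 as a candidate molecule for the DDR and for HTT degradation. It also reports, by qPCR, more FBXW7 mRNA in mutant than in WT STHdh cells, which counts from mouse brain do not address.

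**Figure D1:**
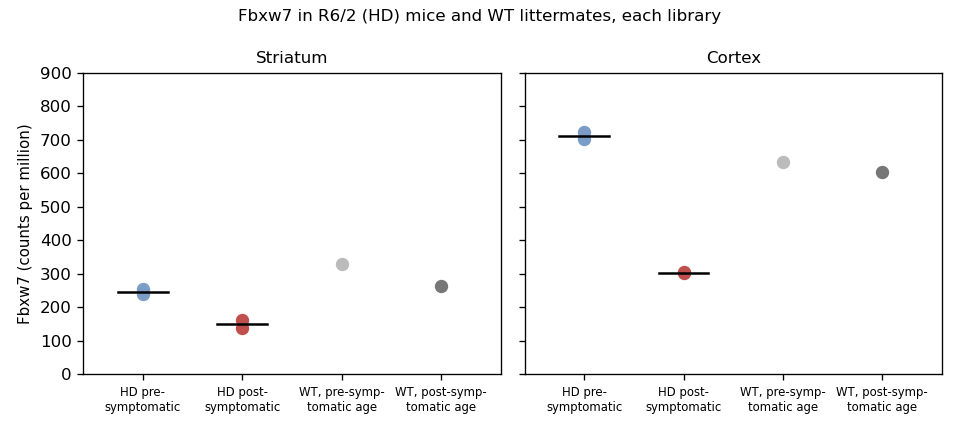
Fbxw7 in each library, in CPM after TMM scaling (vertical axis), by group (horizontal axis), in striatum (left) and cortex (right). Points are libraries and lines are means of 2 libraries; WT groups have 1 library each. The post-symptomatic HD libraries lie at 139.1 and 162.9 CPM in striatum and at 302.4 and 305 CPM in cortex, below the other libraries of their region.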

Primarily, double immunocytochemistry of wtHTT and FBXW7 displayed co-localization of two molecules (Fig. 3A). To more validating interaction, PLA was performed. Distinct red fluorescent puncta were observed, indicating direct interaction between endogenous FBXW7 and wtHTT (Fig. 3B). This displays that FBXW7 modulates HTT stability or function through direct physical association. We performed PLA in HeLa cells transiently expressing mRFP-tagged FBXW7 (α isoform) to investigate the specificity of the interaction between FBXW7 and wtHTT. Distinct green-fluorescent puncta of PLA were exclusively detected in cells expressing mRFP-FBXW7, confirming a direct and selective interaction between FBXW7 and wtHTT (Fig. 3C). Contrastingly, no PLA signals were detected in cells lacking mRFP-FBXW7, supporting the specificity of this interaction. To investigate the regulatory mechanisms controlling wtHTT levels, we primarily examined its stability in normal human colorectal carcinoma HCT116 cells. HCT116-FBXW7 knockout cells provided a well-defined genetic model to examine the consequences of FBXW7 loss on DDR regulation independently of mutant HTT. The basal levels of wtHTT were significantly higher in FBXW7−/− cells than in normal HCT116 cells (Fig. 3D). However, MG132 treatment of FBXW7−/− cells did not substantially increase wtHTT levels despite elevated basal levels (Fig. 3D).

**Fig. 3:**
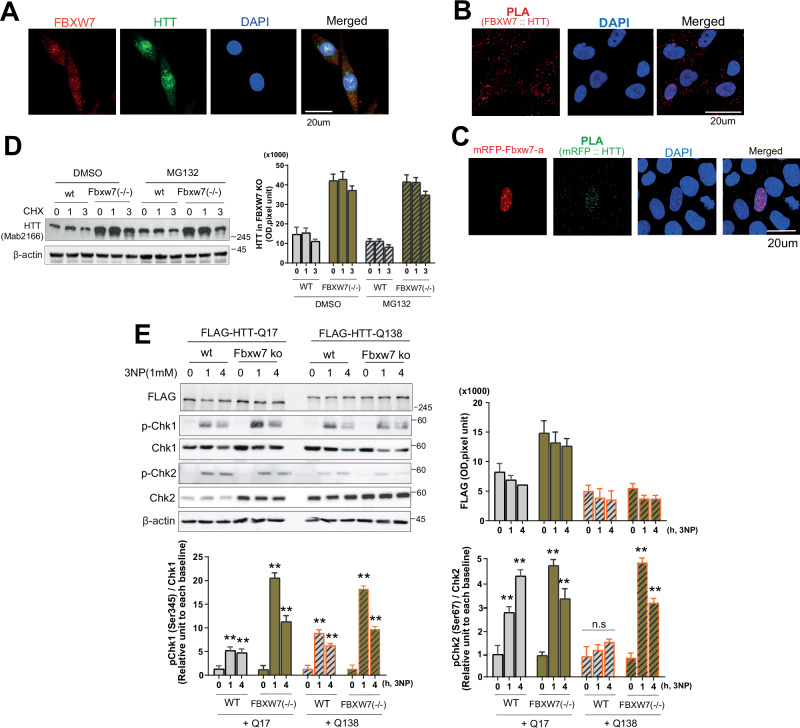
Increased FBXW7, lower CHK2 link to DDR in HD. **A** Double immunocytochemistry between FBXW7 and HTT displays co-localized in the same cells in HeLa cells, indicating relationship between two molecules in cells. **B** PLA shows FBXW7 (Abcam, Ab192328, anti-rabbit) interacts with wtHTT (Millipore, Mab2166, anti-mouse) in HeLa cells (*n* = 5). **C** PLA with mRFP-FBXW7 (RFP, Proteintech, anti-rabbit) and wtHTT (Millipore, Mab2166, anti-mouse) shows specific interaction with FBXW7 and wtHTT (*n* = 5). **D** Western blot analysis presents that wtHTT levels are higher in FBXW7−/− HCT116 cells by cycloheximide chasing (*n* = 7). The quantitative values were normalized to each beta-actin. **E** In FBXW7−/− cells, pCHK1 and pCHK2 increase after 3NP, but CHK2 activation is lower, and total CHK2 increases (*n* = 5). The quantitative values were normalized to each beta-actin. All experiments were independently performed at least three times to ensure reproducibility. Data are expressed as the mean ± std. Statistical significance was determined using one-way analysis of variance, followed by Tukey’s post-hoc test. *p < 0.01, **p < 0.001.

FBXW7 could regulate wtHTT through indirect pathways, and we investigated the role of FBXW7 in wtHTT function in the context of DDR. We exposed FBXW7−/− cells expressing either wtHTT (polyQ17) or mHTT (polyQ138) to 3NP to further assess the role of FBXW7 in DDR (Fig. 3E). Phosphorylated CHK1 (pCHK1, Ser345) and CHK2 (pCHK2, Thr68) levels were elevated following DNA damage; however, the magnitude of CHK2 activation was markedly lower than that of CHK1 activation. Under HTT-Q17 (normal condition), the expression of CHK1 did not show significant changes over time following DNA damage induced by 3NP, and this pattern was consistent in both wt cells and FBXW7−/− cells. In contrast, under HTT-Q138 (HD-like conditions), CHK1 expression showed a time-dependent decrease in both WT and FBXW7−/− cells, although basal levels were comparable between the two groups. In the case of CHK2, a distinct pattern was observed compared to CHK1. CHK2 expression did not change over time after 3NP treatment in any group. However, under HTT-Q17 conditions, basal CHK2 expression was markedly elevated in FBXW7−/− cells compared with WT. Under HTT-Q138 conditions, basal CHK2 levels were higher than those observed under HTT-Q17, and this increase was further pronounced in FBXW7−/− cells compared to WT. Furthermore, as shown in the graphs (Fig. 3E, lower), when normalized to total CHK1, the pattern of pCHK1 was comparable across all conditions, showing no significant differences between cells expressing normal HTT (Flag-Q17) or mutant HTT (expanded Flag-Q138), and this pattern remained consistent regardless of FBXW7 expression status. In contrast, the pCHK2, normalized to total CHK2, exhibited a distinct response. In cells expressing normal HTT (Flag-Q17), pCHK2 was activated in a similar manner to that of pCHK1 following DNA damage. However, in cells expressing mutant HTT (Flag-Q138), pCHK2 failed to be activated in response to DNA damage. Interestingly, when FBXW7 was knocked down, cells expressing mutant HTT regained the ability to activate pCHK2 upon DNA damage, displaying a response pattern comparable to that observed in the Flag-Q17 condition. Given the results, FBXW7 directly interacts with wtHTT and negatively regulates CHK2 amounts, which implies a higher level of FBXW7 involves in wtHTT regulation and impaired DDR.

### FBXW7 selectively regulates CHK2 expression, and downregulation of FBXW7 expression ameliorated susceptibility of HD cells to DNA damage

To investigate the relationship between FBXW7 and HTT in HD cells, double immunocytochemistry was performed, and the result displayed the two molecules were co-localized (Fig. 4A). In addition, to examine endogenous protein–protein interaction in STHdh cells, we conducted PLA in STHdh (Q7 and Q111) HD cells. In both cells, red puncta of PLA were detected (Fig. 4B). As well as PLA, co-immunoprecipitation in STHdh cells showed the result confirming a specific interaction between FBXW7 and HTT, with a stronger association observed for wtHTT (Fig. 4C). To investigate the role of FBXW7 in HD pathology, we performed siRNA-mediated FBXW7 knockdown in STHdh cells, and the FBXW7 transcript was confirmed via qPCR (Fig. 4D). Additionally, downregulated FBXW7 increased wtHTT expression level in STHdh HD cells (Fig. 4E). Correspondingly, a differential response to IR-induced DNA damage was observed following γH2AX induction depending on FBXW7 expression levels and HTT genotype. γH2AX levels did not significantly increase in siFBXW7 both in Q7 or Q111 under none-damage condition, whereas DNA damage led to an obvious different pattern. Specifically, under siFBXW7, γH2AX level was rather significantly decreased to IR both in Q7 and Q111 (Fig. 4F). Moreover, p53 expression was upregulated in a damage-dependent manner and was unaffected by the downregulation of FBXW7 expression in Q17 cells. However, p53 activation in response to DNA damage in Q111 cells was minimal compared to that in Q17 cells, but was significantly enhanced upon the FBXW7 knockdown. A similar pattern was observed for CHK2 activation. CHK2 expression was low in Q111 cells compared to that in Q7 controls; however, it significantly increased upon the downregulation of FBXW7 expression. Contrastingly, FBXW7 knockdown slightly increased CHK1 levels; however, no substantial difference in CHK1 expression or activation was observed between Q7 and Q111 cells. Moreover, pCHK1 levels following DNA damage were comparable between Q7 and Q111 cells and remained unchanged following FBXW7 knockdown, indicating that FBXW7 did not selectively regulate CHK1 activation (Fig. 4F).

**Fig. 4:**
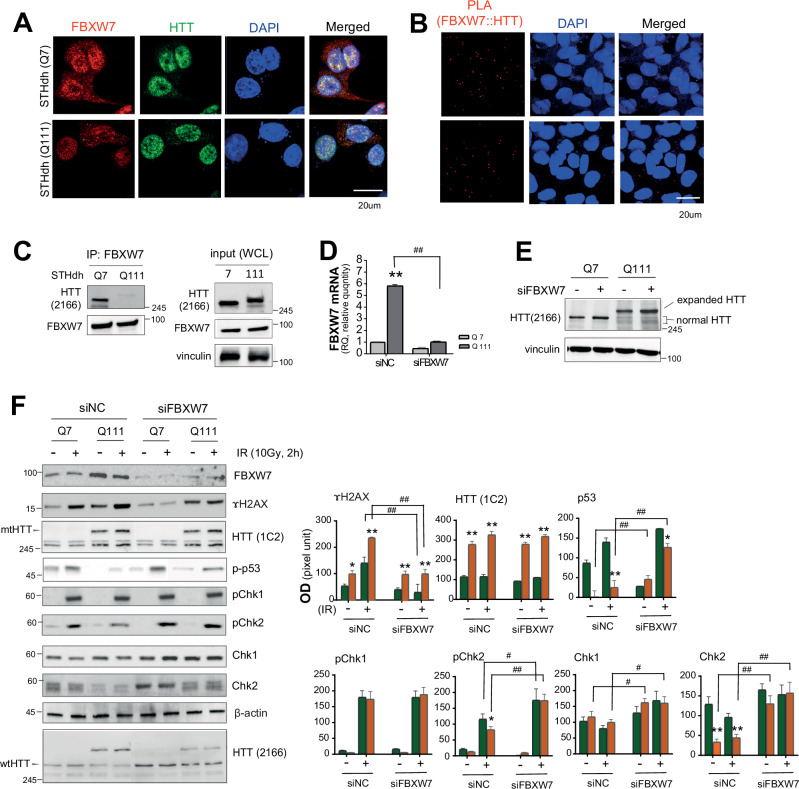
FBXW7 regulates CHK2, affects DDR in STHdh-HD cells. **A** Double immunocytochemistry between FBXW7 and HTT displays co-localized in the same cells in HD cells, STHdh (Q7) and STHdh (Q111). It indicates relationship between two molecules in HD cells. **B** PLA between FBXW7 (Abcam, Ab192328, anti-rabbit) and HTT (Millipore, Mab2166, anti-mouse) indicates interaction between FBXW7 and HTT in STHdh HD cells (*n* = 5). **C** Co-immunoprecipitation showed a specific interaction between FBXW7 and wtHTT. **D** The qPCR analysis showed that FBXW7 mRNA level was markedly higher in STHdh-Q111 cells than Q7 cells and was effectively downregulated by siFBXW7 treatment. (*n* = 5). **E** Under downregulating by siFBXW7, total HTT protein amounts, including wtHTT amounts, were significantly increased in STHdh HD cells. **F** Western blot shows γH2AX, p53, CHK2 changes in Q17/Q111 cells with IR and siFBXW7 (*n* = 5). FBXW7 knockdown differentially modulated DDR signaling in HD cells, suppressing γH2AX induction while selectively enhancing p53 and CHK2 activation in Q111 cells, whereas CHK1 activation remained largely unaffected. The quantitative values were normalized to each beta-actin, and each was shown in the quantitative graph. All experiments were independently performed at least three times to ensure reproducibility. Data are expressed as the mean ± std. Statistical significance was determined using one-way analysis of variance, followed by Tukey’s post-hoc test. *p < 0.01, **p < 0.001; ^*#*^*p* < 0.01, ^*##*^*p* < 0.001, *t test* between the same group. *, indicating statistical significance among time points within each group (siNC or siHTT). #, indicating statistical significance between siNC and siHTT groups at a time-point.

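In the RNAseq data of R6/2 mice, USP28 is listed as Usp28 and CSN6 as Cops6, the gene of subunit 6 of the COP9 signalosome. GENCODE M21 places Usp28 on the plus strand of chromosome 9 of GRCm38 from 48985375 to 49042517 and Cops6 on the plus strand of chromosome 5 from 138161071 to 138164646, where Mcm7 on the opposite strand overlaps it. Usp28 was covered by few reads, with raw counts from 25 to 142 over all libraries. Over both regions, Usp28 was lower in post-symptomatic HD mice than in WT mice of the same age by a log2 fold change of -1.39 (standard error 0.40, adjusted p = 0.0562 from edgeR's quasi-likelihood test), which missed an adjusted p of 0.05. It passed that threshold with DESeq2, where the log2 fold change was -1.40 and the adjusted p was 0.0177. The alternatives gave an adjusted p between this and 0.130, the latter without replicate 1 of post-symptomatic HD striatum. None of these fits holds variation between WT mice of the same age and region. Against pre-symptomatic HD mice the log2 fold change of Usp28 was -0.75 (standard error 0.37, adjusted p = 0.267, edgeR). Cops6 had between 490 and 653 raw counts in the HD libraries. Its level in post-symptomatic HD mice was 61.5 ± 10.5 CPM (SD, n = 2) in striatum and 57.1 ± 1.1 CPM (SD, n = 2) in cortex, against 62.3 and 51.1 CPM in the single WT libraries of that age. Neither comparison showed a difference beyond its error, with a log2 fold change of 0.06 against WT mice (standard error 0.14, adjusted p = 0.846, edgeR) and of 0.02 against pre-symptomatic HD mice (standard error 0.12, adjusted p = 0.944, edgeR).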

Based on our previous RNAseq analysis (GSE276407, Fig. 5A), we further quantified USP28 and CSN6 expressions in HD model cells (Fig. 5B). The expression of USP28 was significantly decreased in Q111 mHTT-expressing cells compared to that in Q7 WT controls. In contrast, the expression of CSN6, which enhances the E3 ligase activity of FBXW7, was significantly upregulated in Q111 cells compared to that in Q7 cells (Fig. 5B). The quantification of DNA damage using the comet assay revealed corresponding changes in DNA integrity. Cells with comet tail were assessed in siRNA negative control (siNC), siFBXW7, and siDDB1, which is a DNA Damage Binding Protein 1, one of the main DDR pathway factors, exhibited significantly increased to 3NP exposure for 4 h. DNA damage was indicated by comet-tailed cells per total cells (Fig. 5C, the right graph). As an additional positive control, we compared the effects of DDB1 downregulation on protein degradation via DDR-associated ubiquitination. Exposure to 1 mM 3NP for 4 h led to an increase in the comet tail length, which was significantly greater in Q111 cells than in Q7 cells under siNC treatment (Fig. 5C, the middle). When siFBXW7 was treated, the comet tail length and moments were reduced than that of siNC treated cells just in Q111 cells. With siDDB1 treatment, although tail length was slightly shortened, it was not significant compared to that of siNC treatment. Furtherly, it remained significantly longer in Q111 cells than in Q7 cells. The quantification of comet was assessed by DNA contents in comet tail of each cell (Fig. 5C, the right graph). These results demonstrate that FBXW7 knockdown modulated DDR, suggesting the role of FBXW7 on mHTT instability via regulating DDR components.

**Fig. 5:**
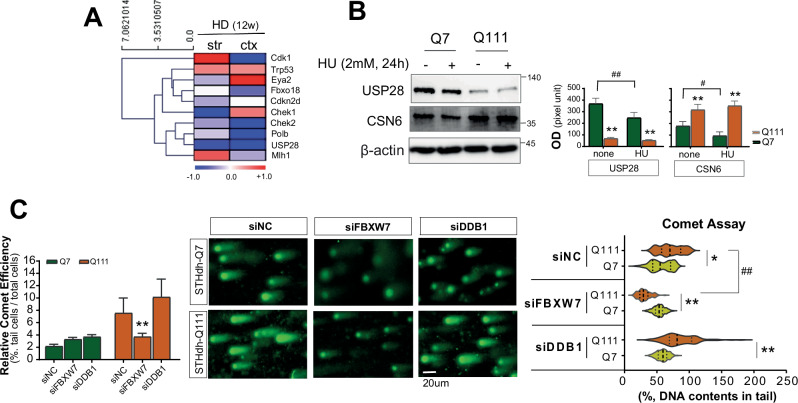
Altered USP28 and CSN6 expression in HD cells and modulation of DDR. **A** The heatmap of RNAseq from HD mice brain tissue was selected in DNA damage or DNA repair category. CHK2 and USP28 were downregulated in both striatal and cortical regions. **B** USP28 decreases, CSN6 increases in Q111 cells in Western blot analysis (*n* = 5). The quantitative values were normalized to each beta-actin. **C** Quantification of DNA damage using the comet assay including siFBXW7 or siDDB1 after 3NP (1 mM, 4 h) presents that 3NP affect DNA damage in Q7 and Q111 cells (*n* = 5). All experiments were independently performed at least three times to ensure reproducibility. Data are expressed as the mean ± std. Statistical significance was determined using a t-test analysis of variance. *p < 0.01, **p < 0.001, versus control; ^*#*^*p* < 0.01, ^*##*^*p* < 0.001, between the same group. *, indicating statistical significance among time points within each group (siNC or siHTT). #, indicating statistical significance between siNC and siHTT groups at a time-point.

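Values are given for 9 genes of the heatmap, of which Fbxo18 is listed in the files under that older symbol. Fig. 5A names no comparator for its colours. The mean CPM of the 2 post-symptomatic HD libraries was therefore set against the WT library of the same age in each region, where 1 WT library allows no test. Polb differed most clearly. Its log2 ratio was -1.25 in striatum and -1.12 in cortex, and the replicates differed by an SD of 0.04 and 0.05 on that scale. In the fit of both regions Polb had a log2 fold change of -1.19 against WT mice (standard error 0.14, adjusted p = 0.00154, edgeR's quasi-likelihood test) and of -1.01 against pre-symptomatic HD mice (standard error 0.13, adjusted p = 0.0036, same test). The test against WT mice held no variation between WT mice of that age and region. An annotated gene on the opposite strand, Gm26909, overlaps Polb. Trp53 had a log2 ratio of 0.01 in striatum, where the replicates lay on both sides of the WT library, and of 1.36 in cortex. Eya2 had a log2 ratio of 1.56 in striatum, on 75 and 35 raw counts against 19. In cortex its log2 ratio of 0.35 was within the replicate SD of 0.46, and replicate 1 was at -0.0056. In the fit of both regions Eya2 had a log2 fold change of 0.84 against WT mice (standard error 0.55, adjusted p = 0.416, edgeR's quasi-likelihood test), which did not pass the threshold. Fbxo18 had log2 ratios of -0.65 in striatum and -0.06 in cortex, and Cdkn2d of -0.13 and -0.15. Cdk1 had log2 ratios of -2.12 in striatum and -0.70 in cortex, on 14 and 1 raw counts against 32 and on 5 and 1 against 5. Chek1 had 15 and 11 raw counts against 8 in striatum and 2 and 26 against 7 in cortex. At these depths the direction of Cdk1 and Chek1 in cortex was not detectable. Of the 28 genes named by the paper or the series that the files list, 3 had an adjusted p-value under 0.05 against WT mice when adjusted over all genes tested, and 6 when adjusted over the list alone. Against pre-symptomatic HD mice there were 2 in each case, Fbxw7 and Polb.

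**Figure D2:**
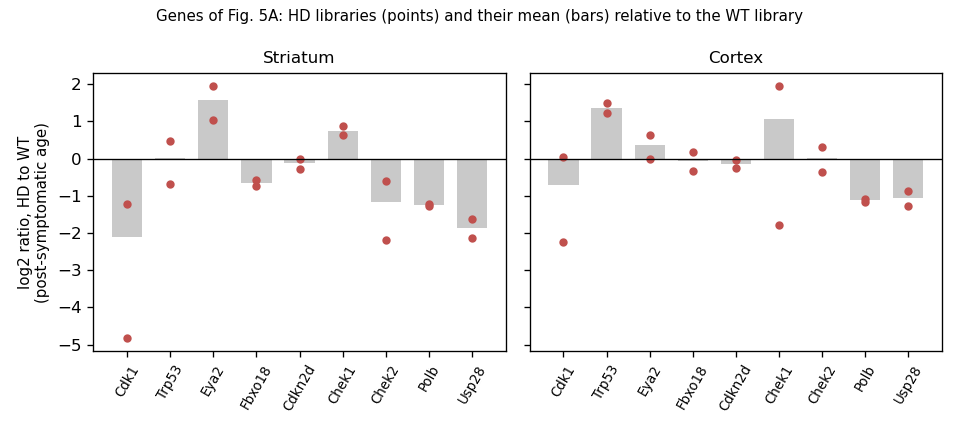
Log2 ratio of CPM in post-symptomatic HD mice to the WT library of the same age (vertical axis) for the 9 genes (horizontal axis), in striatum (left) and cortex (right). Bars are the ratio of the mean of 2 HD libraries and points are the ratios of each library. Polb and Usp28 are below 0 in both libraries of both regions.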

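Chek2 lies on the plus strand of chromosome 5 of GRCm38 from 110839979 to 110874145 in the GENCODE M21 annotation and had between 4 and 41 raw counts in every library. In striatum the post-symptomatic HD libraries held 28 and 8 counts of Chek2 and the WT library of that age held 41. The log2 ratio of mean CPM was -1.18, with the replicates at -0.59 and -2.19. In cortex they held 13 and 20 counts against 17 in the WT library, a log2 ratio of 0.01 with the replicates at -0.36 and 0.30. No difference in cortical Chek2 was detectable at this depth. Over both regions the log2 fold change of Chek2 against WT mice was -0.60 (standard error 0.63, adjusted p = 0.641, edgeR's quasi-likelihood test), and against pre-symptomatic HD mice it was 0.53 (standard error 0.59, adjusted p = 0.647, same test). Usp28 was lower than in the WT library in each of the 4 post-symptomatic HD libraries. It was at 2.82 ± 0.71 CPM (SD, n = 2) against 10.2 CPM in striatum, a log2 ratio of -1.85, and at 4.21 ± 0.82 CPM (SD, n = 2) against 8.71 CPM in cortex, a log2 ratio of -1.05. Relative to pre-symptomatic HD mice, the log2 ratio of Usp28 was -1.49 in striatum and -0.04 in cortex. The comparator therefore set whether cortical Usp28 was lower.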

### Downregulation of FBXW7 expression mitigated cellular stability in HD and ameliorated HD progression

The cell cycle pattern of HD (STHdh-Q111) cells showed G1 arrest, and a markedly shortened S phase compared to that of normal cells (Fig. 6A). FBXW7 knockdown alleviated the G1 arrest. EdU staining was subsequently performed, and the number of EdU-positive proliferating cells was significantly lower in Q111 cells than in Q7 cells (Fig. 6B). Moreover, no significant changes in the number of proliferating cells were observed in Q7 cells after siFBXW7 treatment. Contrastingly, Q111 cells showed a significant increase in EdU-positive cells following siFBXW7 treatment (Fig. 6B; right panel, quantitative graph). Proliferation was markedly reduced in both Q7 and Q111 cells under DNA damage compared to that in untreated controls. Although a minimal difference in the number of EdU-positive cells was observed between the siNC and siFBXW7 conditions in Q7 cells, Q111 cells exhibited a two-fold increase in EdU-positive cells upon FBXW7 knockdown (Fig. 6B). Finally, we evaluated the functional consequences of modulating FBXW7 levels on the susceptibility of HD cells to DNA damage. The clonogenic assay demonstrated that Q111 cells failed to recover following DNA damage, likely because of impaired DDR mechanisms. This result was consistent with the EdU staining data. However, a minimal but significant increase in colony formation was observed upon the downregulation of FBXW7 expression, suggesting the partial restoration of DDR and improved cell survival (Fig. 6C). These results showed that HD cells exhibited G1 arrest and reduced proliferation, indicating that FBXW7 suppression can alleviate mHTT-associated cell cycle defects and DDR impairment.

**Fig. 6:**
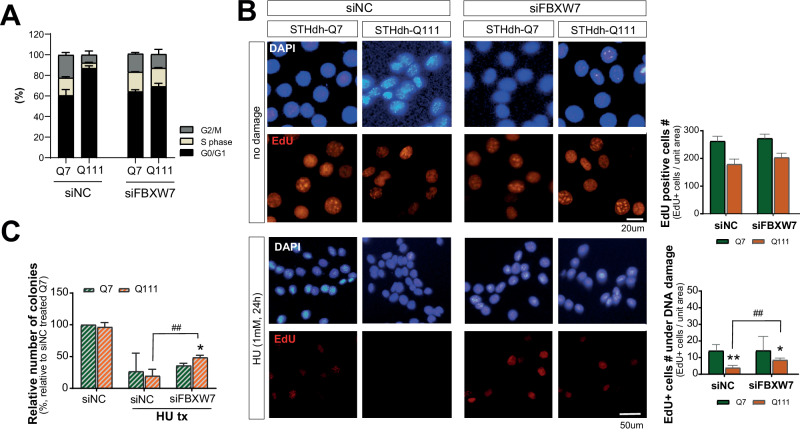
FBXW7 modulates DNA damage response in HD cells. **A** Cell cycle analysis shows Q111 cells show G1 arrest, alleviated by siFBXW7 (*n* = 5). **B** EdU staining: siFBXW7 promotes proliferation in Q111 cells after 3NP (*n* = 5). **C** Clonogenic assay indicates siFBXW7 improves Q111 cell recovery after HU (hydroxyurea), enhancing colony formation (*n* = 3). All experiments were independently performed at least three times to ensure reproducibility. Data are expressed as the mean ± std. Statistical significance was determined using a t-test analysis of variance. *p < 0.01, **p < 0.001, versus control; ^*#*^*p* < 0.01, ^*##*^*p* < 0.001, between the same group. *, indicating statistical significance among time points within each group (siNC or siHTT). #, indicating statistical significance between siNC and siHTT groups at a time-point.

## Discussion

Aging increases neuronal vulnerability to minor deficiencies in DNA repair proteins. Age-related neurodegenerative diseases, such as HD are related to DDR. In this study, we investigated the role of the FBXW7-CHK2 pathway in regulating the DDR in both general and HD-specific contexts by using several cell lines. Our data indicate that HD models exhibit increased vulnerability to DNA damage induced by various insults, including tissue-specific factors, IR, HU, and 3NP (Fig. 1). This susceptibility appears to be linked to wtHTT, as the absence of wtHTT, either through expanded polyQ expression or siHTT treatment, phenocopies the DNA damage vulnerability observed in HD models (Fig. 2) as increment of γH2AX or Ku70. Elevated levels of γH2AX, a sensitive biomarker of DNA DSBs, were observed in HD tissues and cells in this study and previous reports [15]. γH2AX phosphorylation rapidly occurs at serine 139 upon DSB induction and recruits repair proteins, serving as a critical DDR component [16, 17]. Increased γH2AX foci indicate either increased DNA damage or defective repair. Additionally, persistent γH2AX suggests unresolved lesions potentially leading to cell cycle arrest or apoptosis [18]. Consequently, an observed increase in the intensity or number of γH2AX foci within cells or tissues is highly indicative of elevated genomic instability, reflecting either an increased burden of DNA damage or a deficiency in the cellular DNA repair machinery. Persistent γH2AX signaling can also suggest chronic DNA damage or unresolved lesions that may ultimately lead to cell cycle arrest, apoptosis, or the accumulation of mutations in HD tissue and cells. HD neuronal cells harboring mHTT displayed markedly increased susceptibility to DNA damage and impaired repair capacity, as demonstrated by comet assays in the present study. In our study, loss of wtHTT as well as accumulation of mHTT modulated DDR activation and DNA damage in our study (Fig. 2). These findings suggest that loss of wtHTT alone is sufficient to trigger DDR activation, further highlighting its protective role in maintaining genome integrity.

Our findings indicated that impaired DDR in HD cells was driven by aberrantly elevated FBXW7 levels, leading to a subsequent decrease in CHK2 protein levels, as illustrated in the left panel of Fig. 7. Our proximity ligation assay revealed a direct and selective interaction between FBXW7 and wtHTT (Fig. 3), confirming the role of FBXW7 as a wtHTT-interacting protein. The dysregulation between FBXW7 and CHK2 leads to prolonged cell cycle arrest, increased susceptibility to DNA damage by showing extended comet tail, enhanced neuronal death, consequently exacerbating HD progression. FBXW7 mediates the degradation of key DDR regulators, including CHK1 and CHK2 [19]. In this study, however, CHK2 levels were significantly lower in HD cells than those in normal cells, whereas CHK1 levels remained stable. Additionally, reduction of FBXW7 expression restored CHK2, but not CHK1 levels (Fig. 3), suggesting that FBXW7 preferentially targets CHK2 for degradation in HD. FBXW7 KO with polyQ expression increased CHK2, but not CHK1 levels (Fig. 4). The downregulation of FBXW7 expression reduced DNA damage, likely by decreasing CHK2 ubiquitination and degradation [7, 19]. However, siFBXW7 improved the DDR and proliferation in HD cells (Q111) but not in WT cells (Q7) (Fig. 4). These findings support our hypothesis that FBXW7 regulates CHK2 in an HD-specific manner, thereby affecting cell cycle arrest and DDR progression. In general, it is mainly done by FBXW7 ubiquitinating CHK2 to promote its degradation [20]. It suppresses excessive activation of CHK2 in cancer cells [21]. Since abnormal accumulation of mHTT can induce cellular stress and DDRs, it may be expected that FBXW7 can alleviate these negative effects by mediating the degradation of mHTT. In our results, however, siFBXW7 involves in ameliorating DNA damage and protecting cellular stability or proliferation just in Q111 harboring STHdh cells not in Q7-STHdh. Our hypothesis was that FBXW7 E3 ligase degrades a molecule to regulate CHK2. While it has no specific role in normal cells, under HD context (Q111), CHK2 regulated by FBXW7 is presented in this study. In the HD context, it plays a role in interfering with the degradation of mHTT, exacerbating DNA damage, interfering with DDR reaction progression, re-entry into arrested cell cycle, or worsening the pathological symptoms resulting in Q111-HD cells. Additionally, USP28 and CSN6 expressions are differentially regulated in mHTT-expressing cells (Fig. 5). USP28 and CSN6 are key regulatory proteins involved in the DDR and protein stability pathways. USP28 is a deubiquitinase known to stabilize checkpoint proteins, such as CHK2, while CSN6 is a component of the COP9 signalosome complex that regulates protein degradation via the ubiquitin-proteasome system. It suggests that mHTT may contribute to altered FBXW7 regulation through opposing changes in USP28 and CSN6 expression, potentially shifting the balance toward increased FBXW7 activity.

**Fig. 7:**
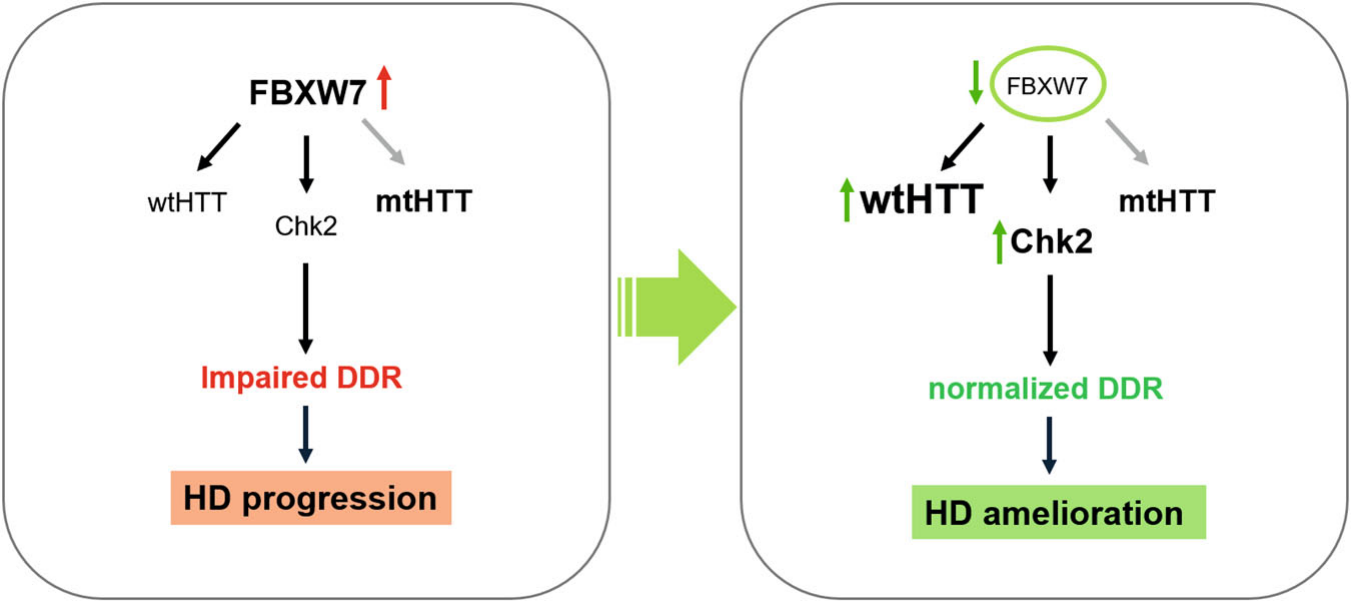
Schematic summary of FBXW7-mediated modulation of DDR and HD progression. In progressed HD cells, increased FBXW7 is negatively regulating wtHTT and CHK2 level. It leads reducing wtHTT stability and impairing DDR. Consequently, this cellular condition promotes disease progression (the left box). However, the current study suggests that FBXW7 downregulation restores CHK2 expression and DDR function, improves cell survival, and increases wtHTT levels, thereby contributing to HD amelioration (the right box).

After DNA damage, elevated pCHK1 levels in Q111 cells compared to Q7 cells suggest accelerated checkpoint activation, whereas stronger p53 activation in wtHTT-deficient cells post-DNA damage underscores the role of HTT in maintaining genome stability. In this study, FBXW7 knockdown alleviated G1 arrest and increased Q111 cell proliferation and improved cell proliferation and survival after DNA damage, which is consistent with the enhanced DNA repair capacity (Fig. 6). Given the critical roles of FBXW7 in both neurodevelopment and neurodegeneration, it represents a promising therapeutic target for related disorders. However, drug development targeting FBXW7 faces significant challenges due to its involvement in diverse physiological processes and the wide range of substrates it regulates, raising concerns about potential side effects. For instance, FBXW7 functions as a tumor suppressor, and its inactivation can promote tumorigenesis and resistance to certain chemotherapies [22]. Additionally, tissue-specific regulatory mechanisms and substrate selectivity complicate the design of precise therapeutics. The distinct functions of FBXW7 isoforms are not yet fully understood, although isoform-specific targeting may improve treatment specificity for neurodevelopmental and neurodegenerative impairments. Therefore, while targeting FBXW7 or its interactions with substrates holds therapeutic potential, these challenges warrant careful consideration in future drug development efforts.

Collectively, we propose that the dysregulated FBXW7 function and subsequent elevation of CHK2 protein levels driven by expanded polyQ contribute significantly to the cellular dysfunction observed in HD (Fig. 7). This dysregulation likely leads to prolonged G1/S phase arrest, increased vulnerability to DNA damage, heightened cellular death, and ultimately exacerbates the progression of HD. We suggest that the FBXW7-CHK2 axis could be a potential therapeutic target modulating DDR and improving cellular resilience in HD.

## Materials and methods

### Cell lines, DNA damage, drugs, siRNA

All cell lines were cultivated in Dulbecco’s Modified Eagle Medium (Gibco, Waltham, MA, USA) supplemented with 10% fetal bovine serum (FBS, Gibco, USA), 100 U/ml penicillin, and 100 µg/ml streptomycin (Gibco, USA). HeLa was obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). HCT116 and HCT116 FBXW7−/− cell lines were gifted by Dr Vogelstein and Dr Meredith [19]. To perform animal experiments, HD mice were used, R6/2 (The Jackson Laboratory, Bar Harbor, ME, USA) and littermate of R6/2 as a WT control. All procedures were conducted in accordance with the guidelines for the care and use of laboratory animals at Yonsei University, as approved by the Association for Assessment and Accreditation of Laboratory Animal Care. For the HD cell culture experiments, mouse striatal cell lines, WT STHdh (Q7/7) and the homozygous mutant STHdh (Q111/111) lines, were obtained from the Coriell Institute (Camden, NJ, USA). DNA damage was led by treatment of HU (Sigma, St. Louis, MJ, USA), 3 Nitropropionic acid (3NP, Sigma, USA) and gamma irradiation (IR) were used.

### RNA interference

For knockdown a target gene, cells were transfected with the indicated siRNAs using lipofectamine RNAiMAX (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions for 72 h. siRNAs against human HTT (J-003737, Dhamarcon, Lafayette, CO, USA) and FBXW7 (s30663 and s30664, ThermoFisher Scientific, Waltham, MA, USA) have been used with 30 nM. As a control, negative control siRNA (D-001810) was used. The Dhamarcon (Lafayette, USA).

### Comet assay

None-damaged or DNA damaged cells were performed the comet assay by the manufacturer’s instructions (Cell Biolabs, San Diego, CA, USA). Single cell suspensions were harvested and resuspended in chilled PBS (at 1 × 10^5^ cells/mL) and mixed at a 10:1 ratio (agarose : cell), and the mixture was immediately transferred onto the top of the agarose base layer slide well. The solidified slides were lysed in alkaline lysis buffer in the dark at 4 °C for 90 min and then placed in a chilled alkaline solution in the dark at 4 °C for 30 min. Upon the completion of the reaction, the slides were electrophoresed by applying voltage to the chamber (1 volt/cm on BioRad GT mini, Hercules, California, USA) in the dark, in a cold room for 30 min. The slides were washed and stained with Green DNA dye in TE buffer. The images were obtained using a fluorescence microscope and analyzed by ImageJ (imagej.nih.gov) for % DNA contents of the tail. The comet of each cell was analyzed with the CometAnalyzer program [23].

### EdU staining for detecting cell proliferation

Cells were cultured on coverslips overnight. For EdU labeling, the culture medium was partially replaced medium resulting in a final concentration of 10 µM EdU. Cells were then incubated for 4 h at 37 °C in a 5% CO_2_ incubator to allow EdU incorporation. Following EdU incubation, the medium was removed, and cells were fixed by adding 3.7% paraformaldehyde. Fixed cells were washed twice with 3% BSA in PBS. Permeabilization was performed by adding 0.3% Triton® X-100 in PBS to each well, and cells were washed twice with 3% BSA in PBS. EdU detection was carried out using a Click-iT® EdU detection kit according to the manufacturer’s instructions (Invitrogen, Carlsbad, CA, USA). A Click-iT® reaction cocktail was prepared, and 100 µL was added to each well of a 24-well plate. After protecting from light, the reaction cocktail was removed, and cells were washed once with 3% BSA in PBS. For nuclear visualization, coverslips were mounted using Vectashield® mounting medium containing DAPI (Vectashield, USA).

### Western blotting

Harvested cells were lysed in M-per mammalian protein extraction reagent (Thermofisher, USA) supplemented with protease and phosphatase inhibitors (Protein Halts, ThermoFisher, USA) for 30 min on ice. The proteins were equally loaded and separated on a 4–15% SDS-polyacrylamide gel and transferred onto a polyvinylidene difluoride membrane (Millipore, Darmstadt, Germany). After the blocking step, each blot was probed overnight at 4 °C with specific primary antibodies as follows: γH2AX (abcam, Cambridge, MA, USA) HTT (Mab2166, Millipore, Darmstadt, Germany), HTT (1C2, Millipore, Germany), CHK1 (Cell signaling biotechnology, USA), pCHK1 (Cell signaling biotechnology, USA), CHK2 (Cell signaling biotechnology, USA), pCHK2 (Cell signaling biotechnology, USA), p-p53 (abcam, USA), Ku70 (Santa Cruz Biotechnology, USA), FBXW7 (Millipore, Darmstadt, Germany), USP28 (Proteintech, Rosemont, IL, USA), CSN6 (Santa Cruz Biotechnology, USA), and Flag (ThermoFisher, USA). Each blot was then incubated with HRP conjugated anti-mouse, or rabbit IgG antibodies (Jackson ImmunoResearch, West Grove, PA, USA) for 1 h at room temperature. For internal loading control, blots were probed with HRP-conjugated β-actin (Santa Cruz Biotechnology, USA) or HRP-vinculin (Santa Cruz Biotechnology, USA). Bands were detected by chemiluminescence (ECL, Pierce, Dallas, TX, USA) and visualized on LAS 4000 (Fujifilm, Tokyo, Japan).

### Immunocytochemistry

Cells were plated on a coverslip in a multi-well plate (3 × 10^5^ cells/ml). DNA constructs or siRNA were transfected into cells the next day. After an additional 48 h, cells were each exposed to damage for an appropriate duration. Cells were fixed in 4% PFA and permeabilized with 1% TritonX-100 in PBS. Cells were blocked in 3% BSA in PBS, and then incubated with each primary antibody overnight at 4 °C. Thereafter, each cell was incubated with fluorescence-conjugated secondary antibodies for 1 h at room temperature. In each step, cells were washed with PBS with 0.1% Tween 20 three times for 5 min. For mounting, cells on a coverslip were mounted by Vectashield containing 4′, 6-diamidino-2-phenylindole (DAPI) (Vector Laboratory, Burlingame, CA, USA). Images for each cell were captured using a Zeiss LSM 710 confocal microscope (Carl Zeiss, Jena, Germany).

### Cell cycle assay

Cells were harvested using Trypsin/EDTA, and single-cell suspensions were prepared in PBS supplemented with 0.1% BSA. Cells were washed twice by centrifugation at 300 × *g* for 5 min and then resuspended to a concentration of 5 × 10⁶ cells/ml. Aliquots of 500 µL of the cell suspension were transferred to conical tubes. Five milliliters of cold 70% ethanol was added dropwise to the tubes while gently vortexing to prevent cell aggregation during fixation. Cells were fixed with 70% EtOH at 4 °C. Fixed cells were then washed twice, and cell pellets were resuspended in 1 ml of propidium iodide staining solution (20 µg/ml) (Molecular Probes, Eugene, OR, USA). RNase A stock solution (50 µL from a 100 µg/mL stock) (Molecular Probes, USA) was added to achieve a final concentration of 0.5 µg/ml, and the samples were incubated for 4 h at 4 °C. The stained samples were analyzed with FACS (BD FACSymphony A5 SE, BD Biosciences, San Jose, CA, USA).

### Real time quantitative RT-PCR

Total RNA from cells was extracted using the HiGene Total RNA Prep Kit (BIOFACT Co. Ltd., Daejeon, Korea). Reverse transcription quantitative PCR (RT-qPCR) was performed using the One-Step SYBR PrimeScript RT-PCR Kit (TaKaRa Bio Inc., Shiga, Japan) on a QS3 real-time PCR system (Applied Biosystems, Waltham, MA, USA). PCR amplification consisted of 40 cycles, with denaturation at 95 °C for 5 s, followed by annealing and extension at 60 °C for 60 s. Each sample was run in triplicate, including a no-template control, and the results were subsequently analyzed. Differential expression levels were analyzed using the 2^−∆∆Ct^ method and expressed as relative quantity. The primer sequences for FBXW7 (mouse), 5′-CGAGACTTCATCTCCTTGCTTCC-3′, 5′-CCAGAGAAGGTTATCCTCAGCC-3′; HTT (human) 5′-CTCTGGTGTCAGATACTGCTGC-3′, 5′-CTCCTCTTCTCCAGACATCTGG-3′; ß-actin (mouse), 5′-CCTGAACCCTAAGGCCAACC-3′, 5’ATGGCGTGAGGGAGAGCATA-3′; ß-actin (human), ß -actin (human), 5′-CACCATTGGCAATGAGCGGTTC-3′, 5′-AGGTCTTTGCGGATGTCCACGT-3′.

### Proximity ligation assay (PLA)

PLA was performed according to the manufacture’s protocol. Cells plated in 8-well slide were fixed with FA and blocking with blocking solution included in the Duolink PLA kit (Sigma, USA). Each primary antibody was added to the cells and incubated. Cells were incubated with PLA probe, ligated with PLA ligase, and then amplified with PLA polymerase in amplification buffer including appropriate fluorescence red or green. Slides were washed and mounted with in situ mounting medium with DAPI. Cells were analyzed under confocal microscope LSM710 (Carl Zeiss, Germany).

### Colony formation assay

Cells were plated 1 × 10^3^–5 × 10^3^ cells per well into a 6-well plate. Cells were treated with siFBXW7 for 48 h and additional DMSO or HU (1 mM) for 24 h. And then cells were replaced with fresh media and incubated until colonies were observed. Colonies fixed with 4% PFA were stained with 0.05% Crystal violet. Each colony in a well was counted all. Proliferating efficiency was presented as a percentage of colony number per originally plated cell number.

### Statistical analysis

Data are presented as mean ± standard deviation and analyzed using GraphPad Prism software (version 8.0). Statistical analyses were performed using unpaired t-test and one-way ANOVA. Differences were statistically significant at *p < 0.01, and **p < 0.001

## Supplementary information

Supplementary Figure 1.

## Data Availability

All data and materials that support the findings of this study are available.

## References

[1] Maiuri T, Suart CE, Hung CLK, Graham KJ, Barba Bazan CA, Truant R. DNA damage repair in Huntington’s disease and other neurodegenerative diseases. Neurotherapeutics. 2019;16:948–56. 10.1007/s13311-019-00768-7.31364066 10.1007/s13311-019-00768-7PMC6985310

[2] Antikainen H, Driscoll M, Haspel G, Dobrowolski R. TOR-mediated regulation of metabolism in aging. Aging Cell. 2017;16:1219–33. 10.1111/acel.12689.28971552 10.1111/acel.12689PMC5676073

[3] Lee JM, Huang Y, Orth M, Gillis T, Siciliano J, Hong E, et al. Genetic modifiers of Huntington disease differentially influence motor and cognitive domains. Am J Hum Genet. 2022;109:885–99. 10.1016/j.ajhg.2022.03.004.35325614 10.1016/j.ajhg.2022.03.004PMC9118113

[4] Massey TH, Jones L. The central role of DNA damage and repair in CAG repeat diseases. Dis Model Mech. 2018;11. 10.1242/dmm.031930.10.1242/dmm.031930PMC581808229419417

[5] Maiuri T, Mocle AJ, Hung CL, Xia J, van Roon-Mom WM, Truant R. Huntingtin is a scaffolding protein in the ATM oxidative DNA damage response complex. Hum Mol Genet. 2017;26:395–406. 10.1093/hmg/ddw395.28017939 10.1093/hmg/ddw395

[6] Atha DH, Reipa V. Standards for quantitative measurement of DNA damage in mammalian cells. Int J Mol Sci. 2023;24. 10.3390/ijms24065427.10.3390/ijms24065427PMC1005171236982502

[7] Bohgaki M, Hakem A, Halaby MJ, Bohgaki T, Li Q, Bissey PA, et al. The E3 ligase PIRH2 polyubiquitylates CHK2 and regulates its turnover. Cell Death Differ. 2013;20:812–22. 10.1038/cdd.2013.7.23449389 10.1038/cdd.2013.7PMC3647240

[8] Kisielewska M, Filipski M, Sebastianka K, Karas D, Molik K, Choromanska A. Investigation into the neuroprotective and therapeutic potential of plant-derived Chk2 Inhibitors. Int J Mol Sci. 2024;25. 10.3390/ijms25147725.10.3390/ijms25147725PMC1127712739062967

[9] Gomez-Pastor R, Burchfiel ET, Neef DW, Jaeger AM, Cabiscol E, McKinstry SU, et al. Abnormal degradation of the neuronal stress-protective transcription factor HSF1 in Huntington’s disease. Nat Commun. 2017;8:14405. 10.1038/ncomms14405.28194040 10.1038/ncomms14405PMC5316841

[10] Yang Y, Zhou X, Liu X, Song R, Gao Y, Wang S. Implications of FBXW7 in neurodevelopment and neurodegeneration: molecular mechanisms and therapeutic potential. Front Cell Neurosci. 2021;15:736008. 10.3389/fncel.2021.736008.34512273 10.3389/fncel.2021.736008PMC8424092

[11] Fan J, Bellon M, Ju M, Zhao L, Wei M, Fu L, et al. Clinical significance of FBXW7 loss of function in human cancers. Mol Cancer. 2022;21:87. 10.1186/s12943-022-01548-2.35346215 10.1186/s12943-022-01548-2PMC8962602

[12] Wang L, Chen R, Li G, Wang Z, Liu J, Liang Y, et al. FBW7 mediates senescence and pulmonary fibrosis through telomere uncapping. Cell Metab. 2020;32:860–77. 10.1016/j.cmet.2020.10.004.33086033 10.1016/j.cmet.2020.10.004

[13] Joshi DC, Chavan MB, Gurow K, Gupta M, Dhaliwal JS, Ming LC. The role of mitochondrial dysfunction in Huntington’s disease: implications for therapeutic targeting. Biomed Pharmacother. 2025;183:117827. 10.1016/j.biopha.2025.117827.39854819 10.1016/j.biopha.2025.117827

[14] Liu C, Fu Z, Wu S, Wang X, Zhang S, Chu C, et al. Mitochondrial HSF1 triggers mitochondrial dysfunction and neurodegeneration in Huntington’s disease. EMBO Mol Med. 2022;14:e15851. 10.15252/emmm.202215851.35670111 10.15252/emmm.202215851PMC9260212

[15] Lu XH, Mattis VB, Wang N, Al-Ramahi I, van den Berg N, Fratantoni SA, et al. Targeting ATM ameliorates mutant Huntingtin toxicity in cell and animal models of Huntington’s disease. Sci Transl Med. 2014;6:268ra178 10.1126/scitranslmed.3010523.25540325 10.1126/scitranslmed.3010523

[16] Lu H, Saha J, Beckmann PJ, Hendrickson EA, Davis AJ. DNA-PKcs promotes chromatin decondensation to facilitate initiation of the DNA damage response. Nucleic Acids Res. 2019;47:9467–79. 10.1093/nar/gkz694.31396623 10.1093/nar/gkz694PMC6765147

[17] Kopper F, Bierwirth C, Schon M, Kunze M, Elvers I, Kranz D, et al. Damage-induced DNA replication stalling relies on MAPK-activated protein kinase 2 activity. Proc Natl Acad Sci USA. 2013;110:16856–61. 10.1073/pnas.1304355110.24082115 10.1073/pnas.1304355110PMC3801042

[18] Gagou ME, Zuazua-Villar P, Meuth M. Enhanced H2AX phosphorylation, DNA replication fork arrest, and cell death in the absence of Chk1. Mol Biol Cell. 2010;21:739–52. 10.1091/mbc.e09-07-0618.20053681 10.1091/mbc.E09-07-0618PMC2828961

[19] Rajagopalan H, Jallepalli PV, Rago C, Velculescu VE, Kinzler KW, Vogelstein B, et al. Inactivation of hCDC4 can cause chromosomal instability. Nature. 2004;428:77–81. 10.1038/nature02313.14999283 10.1038/nature02313

[20] Choi SH, Cho K, Kim ES, Yoo HY. Proline-serine-threonine-repeat region of MDC1 mediates Chk1 phosphorylation and the DNA double-strand break repair. Int J. Biochem Cell Biol. 2022;143:106152. 10.1016/j.biocel.2021.106152.34974185 10.1016/j.biocel.2021.106152

[21] Kharat SS, Tripathi V, Damodaran AP, Priyadarshini R, Chandra S, Tikoo S, et al. Mitotic phosphorylation of Bloom helicase at Thr182 is required for its proteasomal degradation and maintenance of chromosomal stability. Oncogene. 2016;35:1025–38. 10.1038/onc.2015.157.26028025 10.1038/onc.2015.157

[22] Yumimoto K, Nakayama KI. Recent insight into the role of FBXW7 as a tumor suppressor. Semin Cancer Biol. 2020;67:1–15. 10.1016/j.semcancer.2020.02.017.32113998 10.1016/j.semcancer.2020.02.017

[23] Beleon A, Pignatta S, Arienti C, Carbonaro A, Horvath P, Martinelli G, et al. CometAnalyser: a user-friendly, open-source deep-learning microscopy tool for quantitative comet assay analysis. Comput Struct Biotechnol J. 2022;20:4122–30. 10.1016/j.csbj.2022.07.053.36016714 10.1016/j.csbj.2022.07.053PMC9385450

# Supplementary material for: FBXW7-mediated CHK2 regulation modulates DNA damage response and cellular stability in Huntington’s disease
**Source:** Cell Death Discov. 2025 Nov 3;11:499. doi: 10.1038/s41420-025-02798-x

**Supplementary Figure 1.** Uncropped Western blot images.

The uncropped Western blot (WB) images corresponding to the cropped bands presented in the main figures are shown. All WB data were acquired using the LAS imaging system.

Molecular weight markers are indicated. These uncropped blots are provided to ensure transparency and allow verification of the integrity of the data presented in Figures 1, 2, 3, 4, and 5.

Figure 1

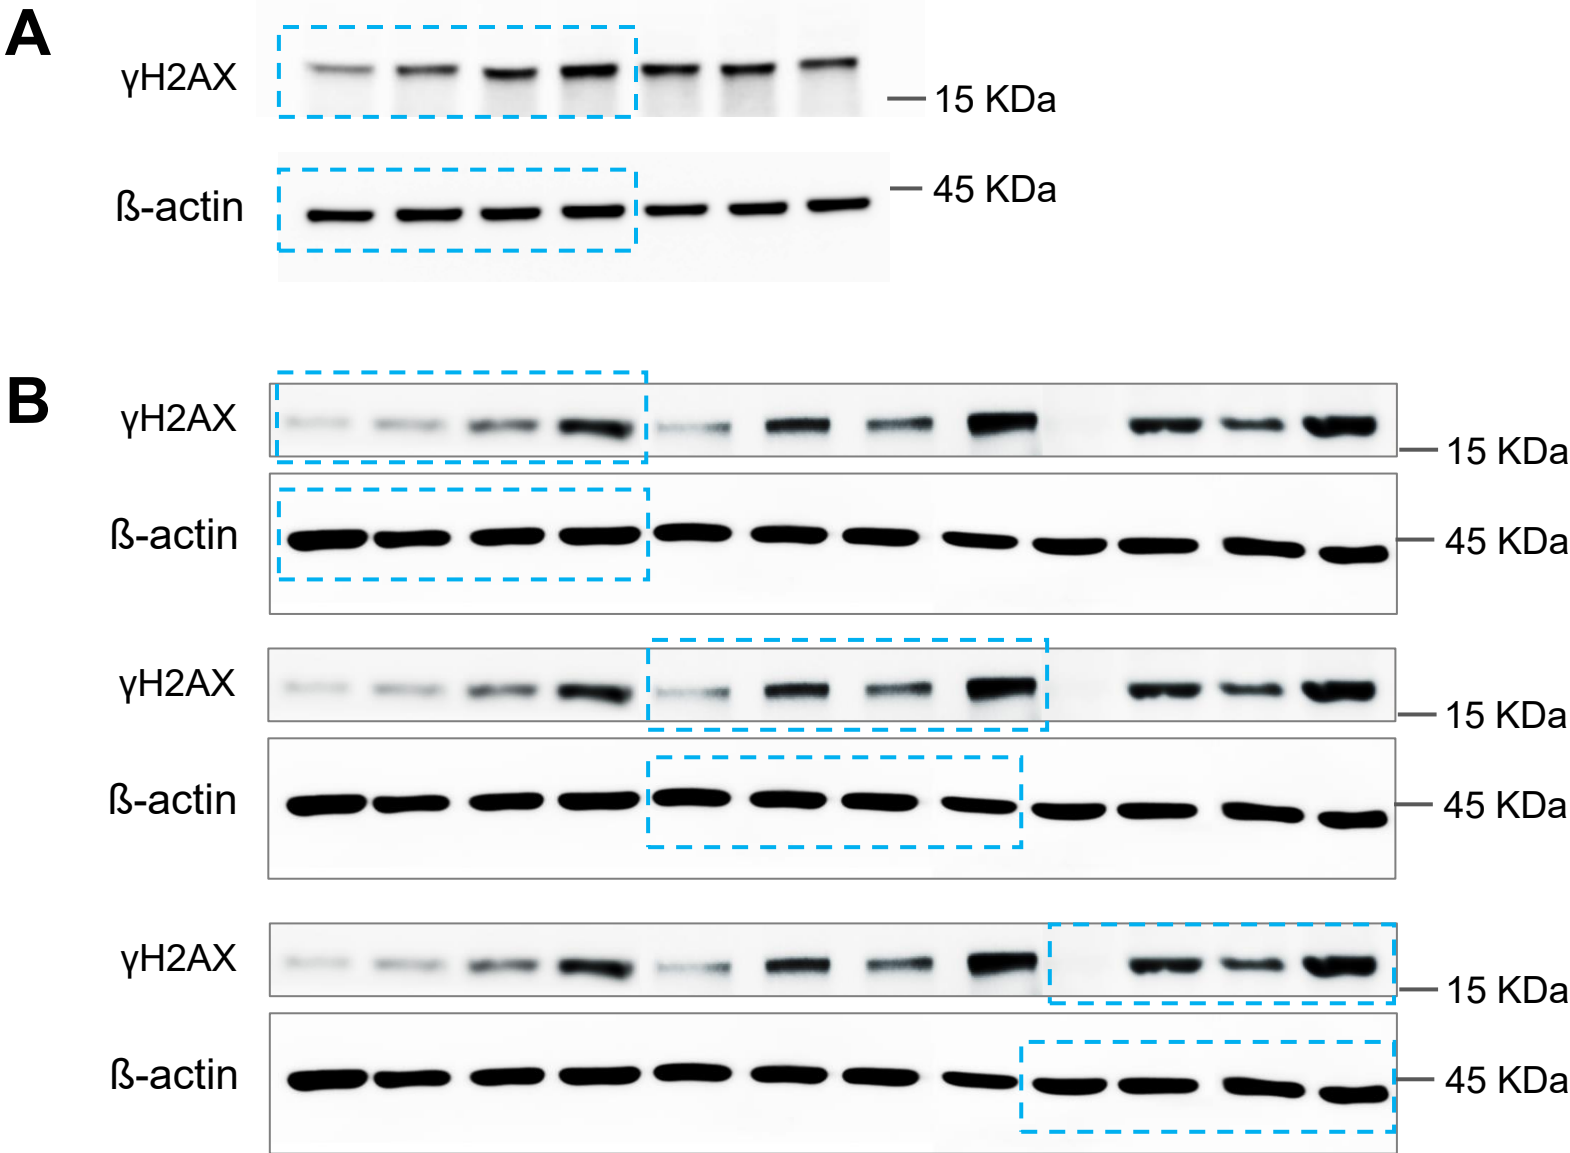

**Figure 2**

**A**

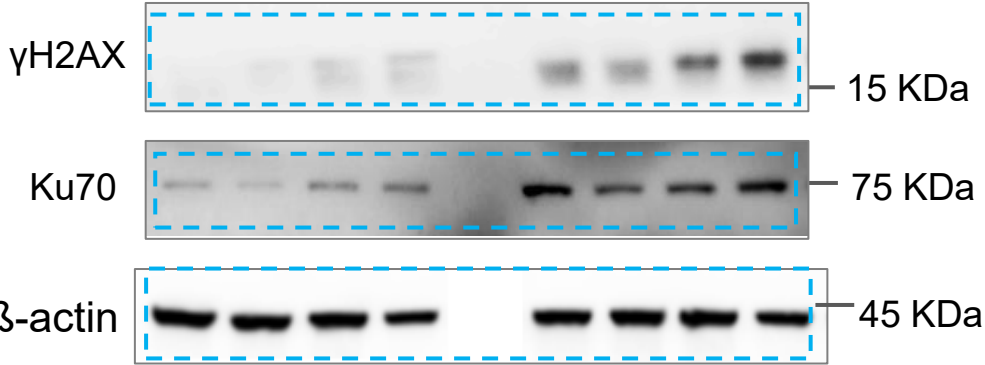

**B**

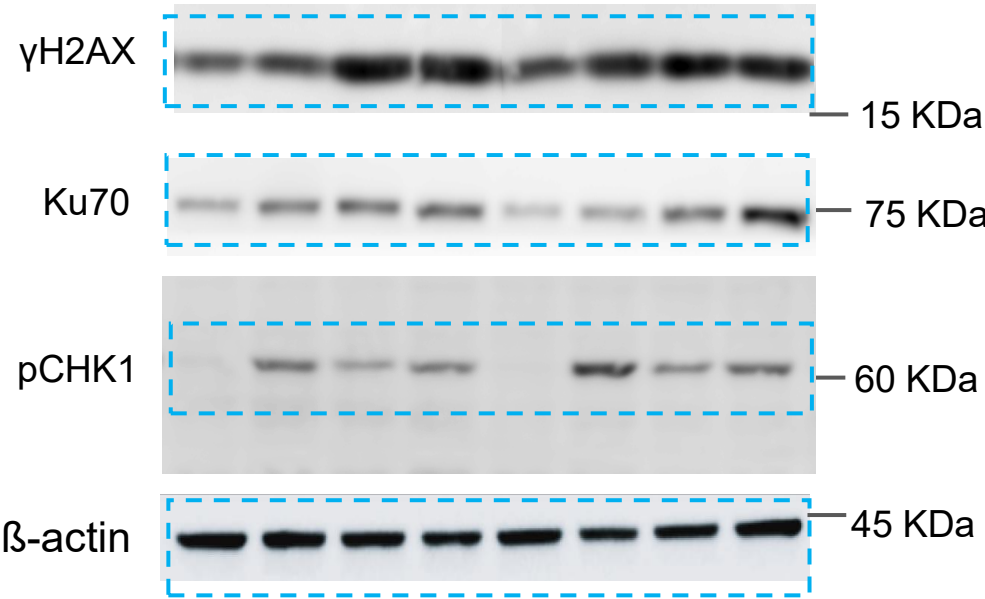

**C**

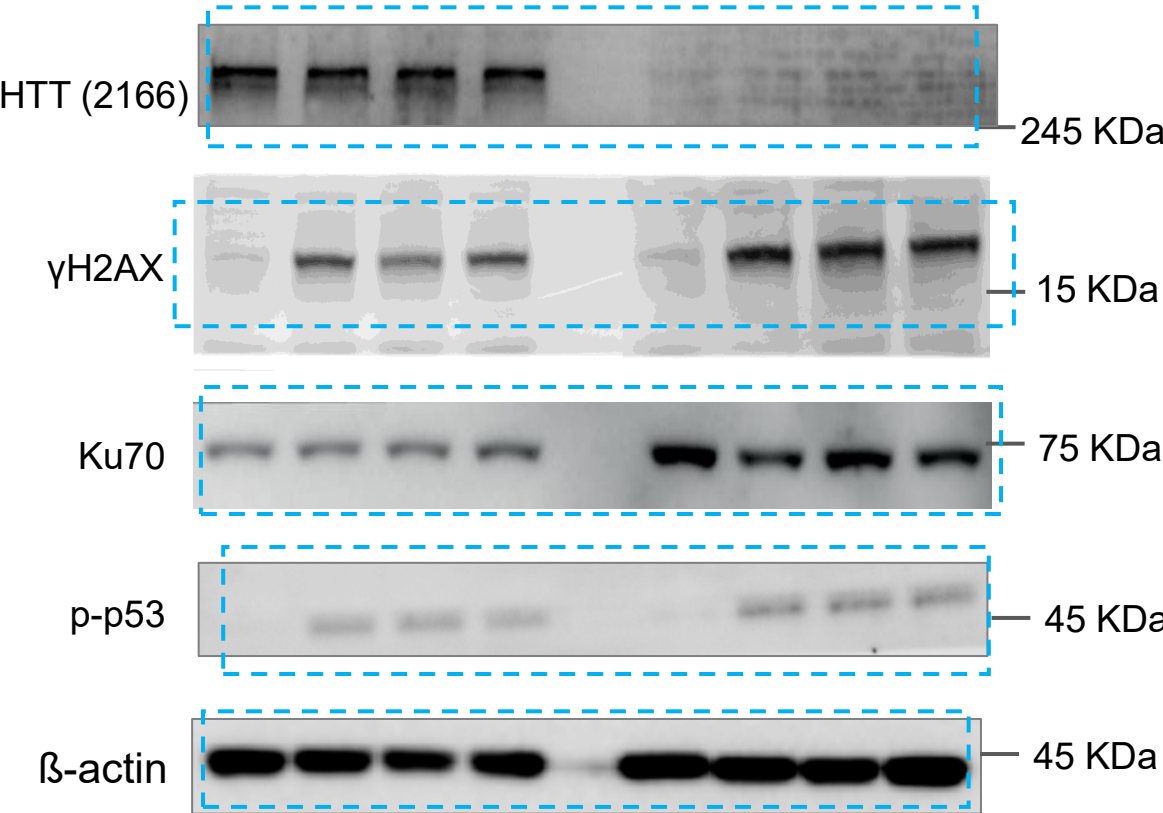

Figure 3

D

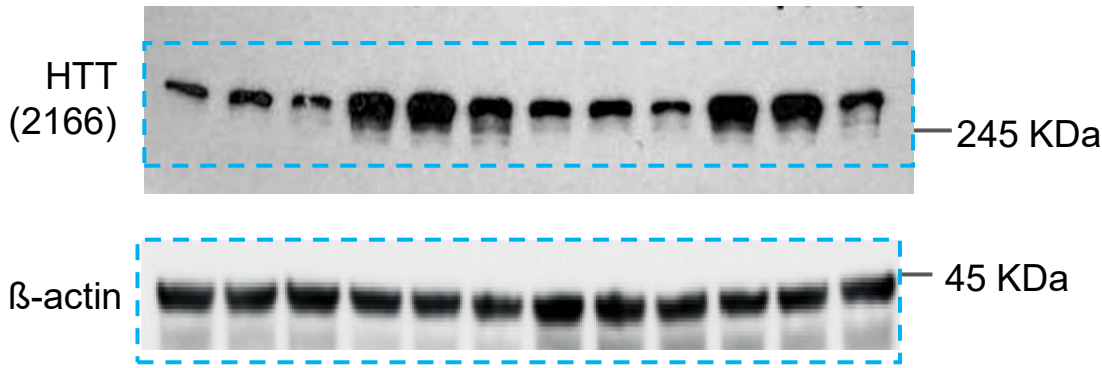

E

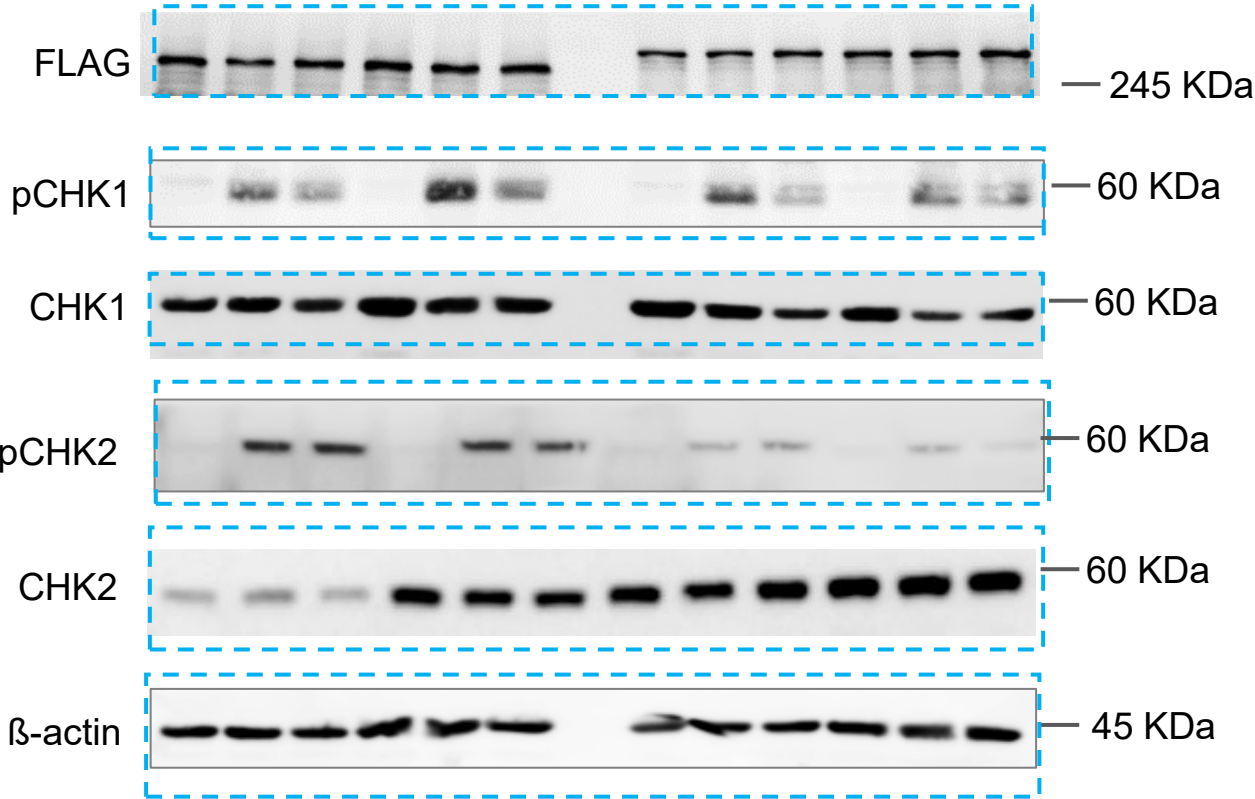

Figure 4

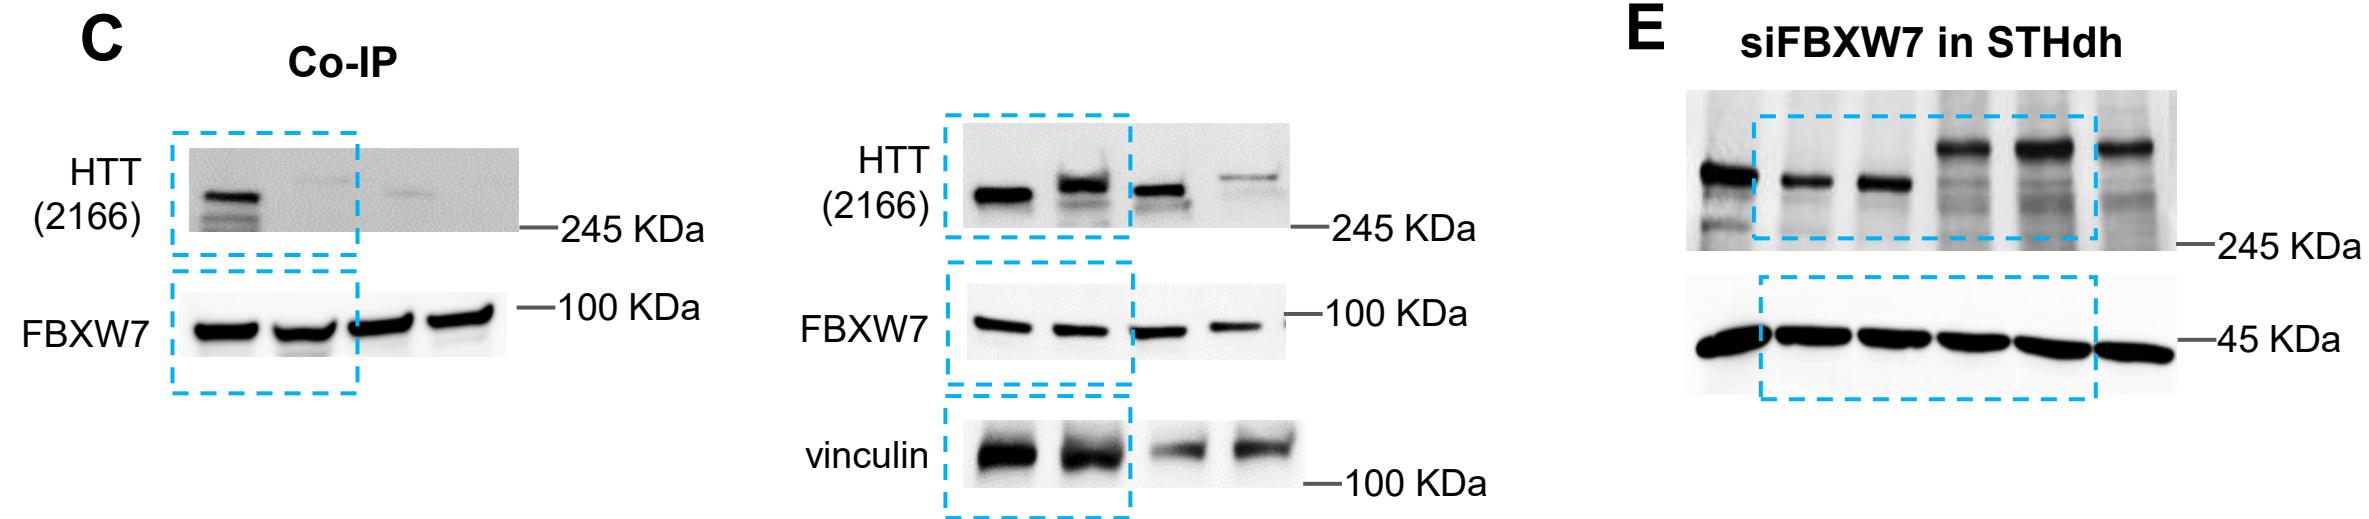

Figure 4

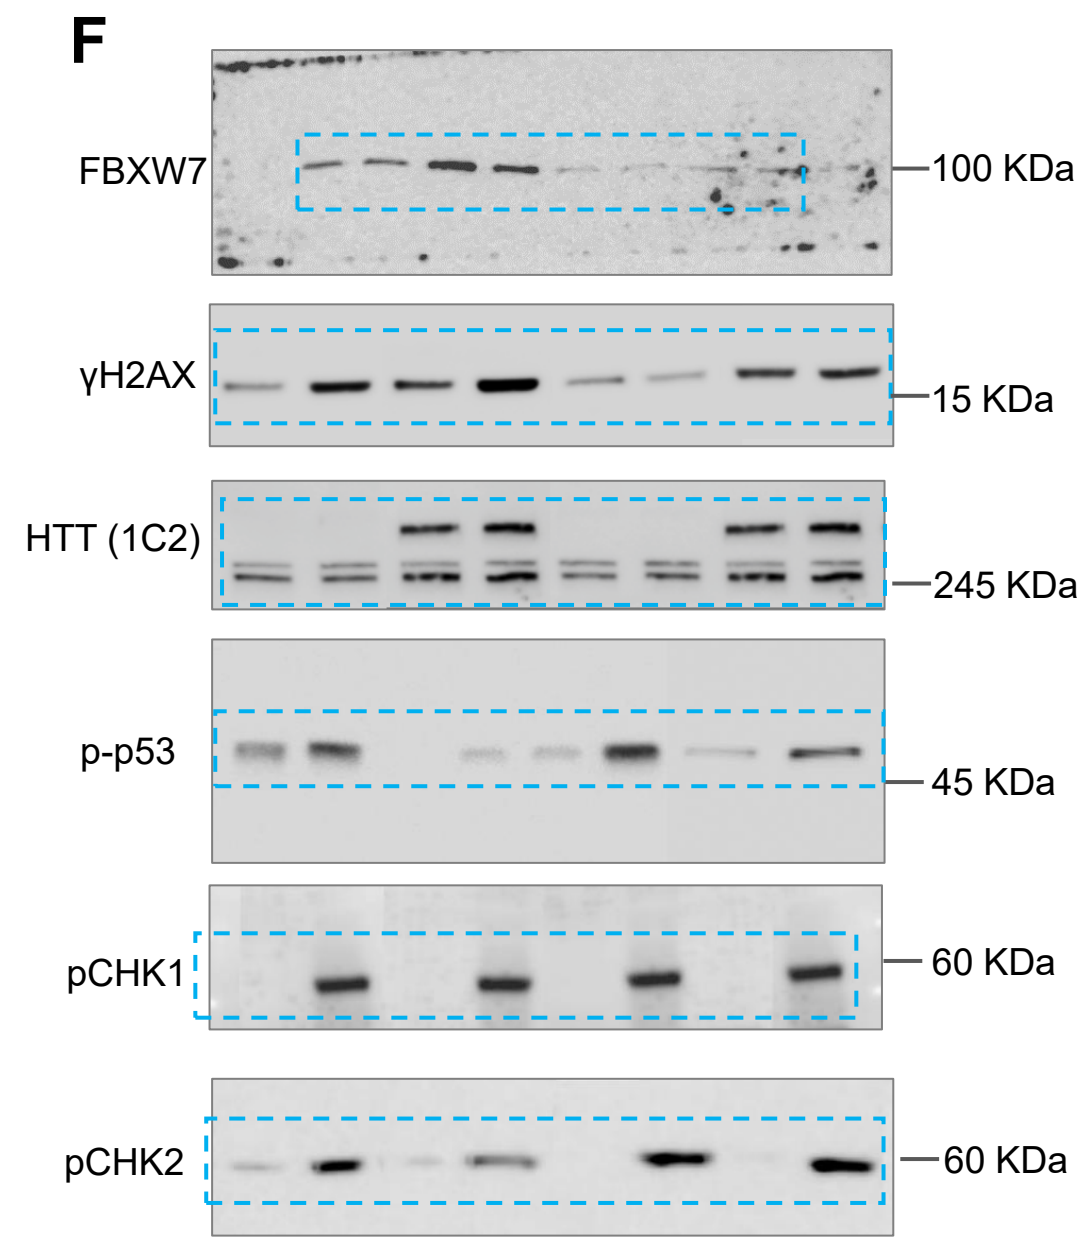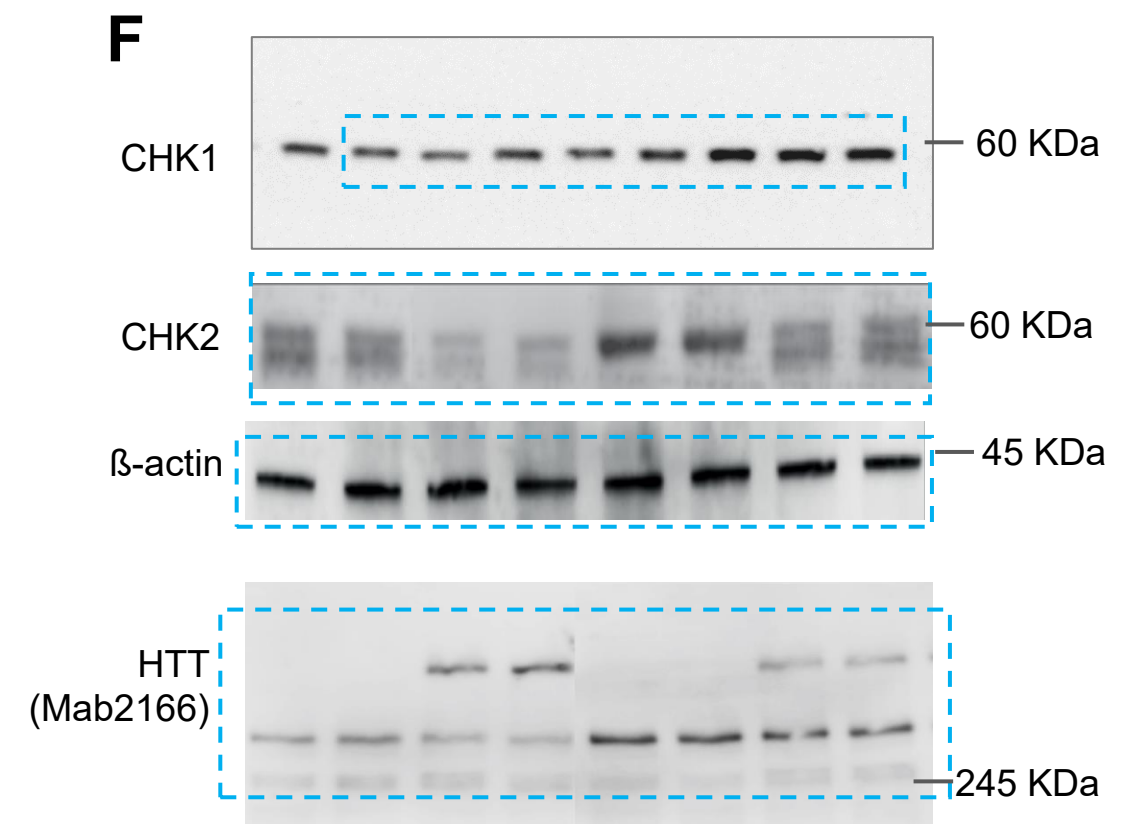

Figure 5

B

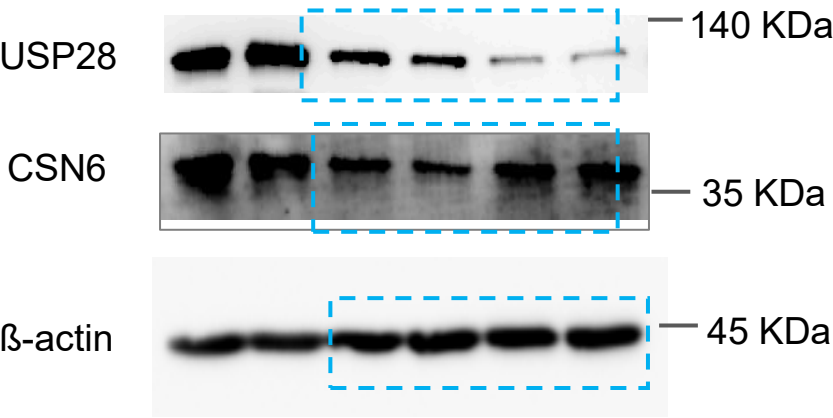

**Supplement:** Supplementary file 1 — Supplementary Figure 1.

How the deposited data were processed for this re-analysis (not part of the article)

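The data were 12 RNAseq libraries of mouse brain, from the striatum and cortex of R6/2 HD mice and WT littermates at a pre-symptomatic and a post-symptomatic age. Each HD group had 2 libraries and each WT group had 1. Conditions, regions and replicates were taken from the sample labels. The first replicate carries no number in its label and the other carries the number 2. The labels give 13 weeks for the post-symptomatic age and Fig. 5A gives 12 weeks.

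The authors deposited one table of raw counts per library, with a gene symbol and the number of reads on it. The sample labels state that libraries were made with the Lexogen QuantSeq kit from total RNA. The aligner, genome build, annotation and counting rule are not named in the paper's text or the labels. The tables held 23282 gene rows, of which 4306 had no count in any library and 44 repeated a symbol listed before. No libraries held the same counts, and the replicates of each HD group differed by more than sampling noise (chi-square per degree of freedom from 7.23 to 78.2). Because 3′ reads without molecular identifiers were counted, precision from counts covers sampling error only.

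From the deposited counts, fold changes and p-values were computed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10, robust quasi-likelihood test). Adjusted p-values follow Benjamini and Hochberg, with a threshold of 0.05. HD mice after and before symptom onset were compared over the 8 HD libraries with region as a term, and by region with a mean for each group. HD mice were compared with WT mice in a fit of all 12 libraries with region and the 4 groups of genotype and stage. The labels do not say whether striatum and cortex of the same number come from 1 mouse, and these fits treat them as independent. Each WT age had 1 library per region, so tests against WT mice hold no variation between WT mice of the same age and region. Single regions were not tested against WT mice, where 1 library per age exists. There, log2 ratios of mean CPM (counts scaled to library size) are given. DNA damage and repair genes were tested as a set with limma 3.58.1, by camera with a preset correlation of 0.01 and by fry.

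Alternatives set before the data were examined were DESeq2 1.42.0, upper-quartile normalization, no filter, a filter of at least 1 CPM in every library, leaving out each HD library, a replicate block, voom with the mouse as a random block, a threshold of 0.01, and a mean for each of the 8 groups over all libraries. An alternative pseudocount applied only to normalized units and was not run, since the files hold counts. Sex as a term, leaving out Rn45s, removing the trend of each library with GC content, and pre-symptomatic HD mice as the comparator of Fig. 5A were chosen after the data were seen, as were the other log scales set beside that figure, the medians of gene lists with a library left out and the permutation with both regions of a number kept together. GC content came from the longest GENCODE M21 transcript and was found for 99.3% of the genes tested in HD mice.

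Genes were named from those the paper or the series names or shows, from the lists of markers reported, and for each comparison up to 3 with the largest increase and 3 with the largest decrease among genes with an adjusted p-value under 0.05, a mean of at least 5 CPM, and no overlap of the groups within a region. Drd2 and Ttr, members of such lists, were singled out after their values were seen, as were Prkcd and Tcf7l2. Rn45s and genes that overlap a named gene were named outside this rule. One gene of Fig. 5A is not reported here. The main edgeR fit, DESeq2, voom, camera and fry were tested on simulated data, and the other alternatives and the single regions were not. Simulated libraries were independent, with the same dispersion for every gene and no effect of mouse, sex, batch or a mixed library. Genes with few counts were left unchanged, so their recovery was not tested. In these data 200 genes were changed by a log2 fold change of 1.5. edgeR recovered 200 of them among 13950 genes in the comparison of HD stages, and 189 among 14408 genes in the comparison with WT mice. Of its calls, 4.76% and 3.57% were false. DESeq2 and voom recovered 198 and 200 in the comparison of HD stages, with 8.76% and 6.54% of their calls false, and 191 and 193 in the comparison with WT mice, with 6.83% and 8.53% false. These shares were above the 5% that the threshold allows. A set of 100 unchanged genes had a p of 0.854 by camera.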

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

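The tests by splits of the libraries, library batch, sex and the mixed library were chosen only after the results were seen.

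In HD mice 900 genes changed after symptom onset, of which 2, Fbxw7 and Polb, are among the 28 genes named by the paper or the series. With age 2 genes changed in WT mice (267 at an unadjusted p under 0.05). The WT comparison had 2 libraries per age against 4, so the counts do not compare directly. The largest increases were in Pou4f1, Abca8a and Onecut2 (log2 fold changes of 6.10, 2.43 and 1.82) and the largest decreases in Fcrls, Hipk4 and Scn4b (-3.62, -3.29 and -3.12), each with an adjusted p of at most 0.0168 from edgeR. Pou4f1 had at most 6 counts in any pre-symptomatic HD or WT library, so the size of its change is imprecise. Onecut2 lost its adjusted p-value under 0.05 in 3 of the 8 fits that each left out one library. Of the 34 splits of the 8 HD libraries that could be fitted, 1 gave as many genes, the real one; the split by region could not be fitted. These splits take libraries as independent, and with 2 mice per stage as units no split could pass such a test. The split by replicate number, which is also the split by sex, gave 6 genes. A trend with GC content is argued against as the whole cause, since 775 of the 900 genes were called also without the trend of each library. The number of genes was 1518 without replicate 2 and 1482 without replicate 1 of pre-symptomatic HD striatum, and from 211 to 500 without single libraries of the other groups. A change with symptom onset, ageing and a change in tissue make-up stay open and were not told apart for the genes as a whole.

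Against WT mice, 1082 genes differed at the post-symptomatic age and 309 at the pre-symptomatic age. At the later age the largest increases were in Pou4f1, Gm9833 and Snora81 (log2 fold changes of 5.59, 2.99 and 2.47) and the largest decreases in Egr2, Scn4b and Epyc (-4.31, -3.90 and -3.53). At the earlier age they were in Pcdhga3, Gdf11 and Gabbr2 (3.84, 3.34 and 3.01) and in Casp9, Tmem160 and Alad (-1.65, -1.12 and -1.05). The earlier comparison had 287 genes higher and 22 lower in HD mice. At the later age there were 628 genes without replicate 1 of post-symptomatic HD striatum and 1834 without replicate 2 of pre-symptomatic HD striatum. At the earlier age there were 101 without replicate 2 of pre-symptomatic HD cortex. At both ages 171 genes were higher in HD mice, where 8.9 would be shared by chance, and 4 were lower. GC content was not the whole cause, since 122 of the 171 were called at both ages without the GC trend. The share of Rn45s differed between all HD and all WT libraries. A library batch that follows genotype is a candidate explanation for the 171 genes and cannot be told apart from an effect of the transgene, because the labels name no batch.

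The change with age differed between HD and WT mice for 17 genes, by a test of the difference itself that holds no variation between WT mice of the same age and region. Grm4 and Rgs4, chosen after their values were seen, had differences of -1.93 and -2.64 on the log2 scale (adjusted p = 0.0102 for both, edgeR), with changes in WT mice of -0.09 and 0.11. Sept5 and Gp1bb, also chosen afterwards, overlap and had nearly the same counts, so they may count the same reads and stand for 1 signal. Without the mixed replicate 2 of pre-symptomatic HD striatum there were 211 genes, so that library is argued against as the source of the difference. Without any other single HD library there were from 4 to 7. With sex as a term there were 0 genes (1410 at an unadjusted p under 0.05), with differences of -1.91 for Grm4 and -2.47 for Rgs4. Age and sex coincide in the WT mice, so a difference between sexes cannot be told apart from one with age there.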

How the results depend on the processing

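Fbxw7 kept its direction and its side of the threshold over both regions under all 17 alternatives. Across the 8 fits that each left out one library, its log2 fold change ranged from -1.07 to -0.90 over both regions, from -0.80 to -0.57 in striatum and from -1.27 to -1.22 in cortex. With DESeq2 the striatal value of -0.72 passed the threshold. The cause was not tested.

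Counts of genes moved more. With DESeq2 there were 1680 genes in HD mice after onset, 447 in striatum, 547 in cortex (94 higher and 453 lower, against 5 and 80 by edgeR) and 15 for the difference between regions, 1794 against WT mice at the later age and 674 at the earlier, 11 with age in WT mice and 222 for the difference in change. The cause was not tested. Without a filter there were 163 genes in striatum, 251 in cortex, 1 for the difference between regions and 30 for the difference in change. With upper-quartile normalization there were 45 genes in cortex and 5 for the difference in change. With voom and the mouse as a random block there were 153 in cortex. With a mean for each of the 8 groups there were 49 in striatum, 130 against WT mice at the earlier age, 0 with age in WT mice (285 at an unadjusted p under 0.05) and 2 for the difference in change. At an adjusted p-value under 0.01 there were 161 genes in HD mice after onset, 6 in striatum, 6 in cortex, 294 and 56 against WT mice, and 0 with age in WT mice and for the difference in change (267 and 1312 at an unadjusted p under 0.05). Without the GC trend, an alternative chosen after the data were seen, the difference in change had 5 genes. With sex as a term, also chosen afterwards, the change with age in WT mice had 0 genes (532 at an unadjusted p under 0.05) and so had the difference in change (1410). The difference between regions had 0 genes by edgeR, with 519 at an unadjusted p under 0.05. Another pseudocount was not run, since the files hold counts. Among single genes and ratios, 9 other values moved and 2 lost their call under these settings, and 3 lost it with a library left out.

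Leaving out one library each gave from 211 to 1518 genes in HD mice after onset, from 0 to 7 in striatum and from 36 to 1202 in cortex (libraries of the other region), from 628 to 1834 and from 101 to 444 against WT mice at the later and earlier age, from 0 to 5 with age in WT mice, and from 4 to 211 for the difference in change. Outside the single regions, the highest of these were without replicate 2 of pre-symptomatic HD striatum. Cortex had 1202 genes without replicate 1 and 1197 without replicate 2 of that group. Striatum had 0 without replicate 1 of pre-symptomatic HD cortex (1470 at an unadjusted p under 0.05).

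The labels give replicate 2 the same number across groups. Deviations of replicate 1 from the group mean correlated across 9515 genes by between 0.03 and 0.36 in the 6 pairs of groups, so not every pair exceeded 0.1. Between striatum and cortex of the same stage the correlation was 0.294 after and 0.133 before onset. The largest, 0.357, was between post-symptomatic and pre-symptomatic HD striatum, which are of different mice, so these correlations do not identify mice. Libraries of the same number were of the same sex, and blood markers followed the number in both regions of each stage. Both regions of a number may therefore come from 1 mouse. With voom and the mouse as a random block there were 836 genes in HD mice after onset. With the replicate block there were 1030 genes in HD mice after onset, 36 in striatum and 5 with age in WT mice.

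Usp28 against WT mice missed the threshold by edgeR as reported and passed it with DESeq2 (-1.40), the stricter filter (-1.39), voom (-1.49), the mean for each group (-1.46) and without the GC trend (-1.44). Its log2 fold change ranged from -1.66 to -1.15 across the 8 fits that each left out one library, of which 3 passed. Chek2 ranged from -0.84 to -0.28 in those fits against WT mice and from 0.20 to 0.81 against pre-symptomatic HD mice. The low counts of Chek2 and Usp28 limit both.

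Cops6 stayed near 0 and changed sign without the GC trend (-0.0044), and ranged from -0.056 to 0.085 against pre-symptomatic HD mice and from -0.00090 to 0.13 against WT mice with each library left out. In cortex the log2 ratio of Chek2 to WT ranged from -0.36 to 0.30 between the 2 libraries. Against pre-symptomatic HD mice in place of WT mice, a comparator chosen after the data were seen, the log2 ratio changed sign for Trp53 in striatum (-0.094), Fbxo18 in striatum (0.10) and cortex (0.013), Cdkn2d in striatum (0.19) and cortex (0.25) and Chek2 in striatum (0.32).

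DNA damage and repair genes as a set had a p of 0.102 by camera in HD mice after onset, in the direction of higher expression, and 0.483 against WT mice. By fry the first was 0.0261 and by camera with an estimated correlation 0.127, so camera did not call it and fry did. It ranged from 0.044 to 0.165 with each library left out, the lowest without replicate 2 of post-symptomatic HD striatum. Against WT mice it ranged from 0.268 to 0.603.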

Differences from the paper's values

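Fig. 5A gives no unit or comparator for its scale, which saturates at both ends. The values below are log2 ratios to the WT library of the same age, and the paper's values were read by eye from the colours. A cell was counted as different if its sign was not that of the figure, or if the gap exceeded the SD between the HD replicates. A saturated colour was matched by any value of the same sign and a size of at least 1. That SD holds no error of the WT library or of the reading, so the tally depends on this rule. Of the 18 cells compared, 9 differed. In striatum, Cdk1 was about 1 or more in Fig. 5A, read by eye, and -2.12 here. Eya2 had a value of 1.56 here against about -0.3 in that figure, Fbxo18 of -0.65 against about 0, Chek1 of 0.75 against about -1 or less, and Polb of -1.25 against about -0.2. In cortex, Trp53 was about 0.45 in Fig. 5A, read by eye, and 1.36 here. Eya2 had a value of 0.35 here against about 1 or more in that figure, Fbxo18 of -0.059 against about -0.6, and Chek2 of 0.012 against about -1 or less. None of the alternatives set before the data were examined that were run on these ratios (upper-quartile normalization, and each library left out for Chek2 and Usp28) closed these gaps. With upper-quartile normalization 10 of the 18 cells differed, with striatal Cdkn2d at -0.10 against about -0.3 in Fig. 5A, read by eye, and without replicate 1 striatal Chek2 was -2.19 against about -0.4 in that figure, a difference that the value of both replicates did not show. With pre-symptomatic HD mice as comparator, chosen after seeing the values, cortical Eya2 was 1.10 and within the figure's value, while 13 of the 18 cells differed. Under the same comparator, chosen after seeing the values, striatal Fbxo18 was 0.10 against a replicate SD of 0.098, which is at the edge of the figure's value. The error of reading colours by eye was not measured. On a log10 scale, also chosen after seeing the values, cortical Trp53 was 0.41 and within the figure's value, while 14 of the 18 cells differed. On a natural log scale 12 differed.

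The paper's text states that FBXW7 expression rose after symptom onset. Its qPCR result of more FBXW7 mRNA in mutant than in WT STHdh cells is separate and was not examined here. In the deposited counts Fbxw7 was lower after symptom onset in both regions, with a log2 fold change of -0.96 over both (standard error 0.14, adjusted p = 0.00524, edgeR), and no setting run gave a rise.

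The legend of Fig. 5A states that CHK2 was lower in both regions. Here Chek2 had a log2 ratio of -1.18 in striatum. In cortex it was 0.01 relative to WT mice, and it was -0.36 without replicate 2 and 0.30 without replicate 1. Relative to pre-symptomatic HD mice, a comparator chosen after seeing the values, Chek2 had log2 ratios of 0.32 in striatum and 0.75 in cortex. The libraries of both stages overlapped in each region. Over both regions the log2 fold change of 0.53 was within its standard error of 0.59 (edgeR). USP28 was lower in both regions relative to WT mice (-1.85 and -1.05), and had a log2 ratio of -0.04 in cortex relative to pre-symptomatic HD mice. Over both regions Usp28 missed the threshold against WT mice (-1.39) and passed it with DESeq2 (-1.40), the stricter filter, voom, a mean for each group and 3 of the fits that left out a library, and without the GC trend, a setting chosen after seeing the values.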

Other observations

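The tests of sex, the mixed library, ageing, exchanged labels, glial and microglial markers, earlier onset and splits of the libraries were chosen only after the results were seen.

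The lower level of Fbxw7 after symptom onset was examined for technical causes. Within males the log2 change was -0.95 and within females -0.99, each the mean of both regions. Without replicate 2 of pre-symptomatic HD striatum it was -1.04. The change in HD mice less that in WT mice was -0.78 (standard error 0.22, adjusted p = 0.242, edgeR) and -0.79 by voom with the mouse as a random block (adjusted p = 0.186), and the adjusted p lay between 0.0544 and 0.433 under the alternatives. Ageing alone cannot be told apart from a change with onset by this value, because each WT age had 1 library per region, which leaves variation between WT mice out of the error, and the WT mice of the 2 ages also differ in sex. Among 500 genes of similar GC content and expression, 3.8% fell as far. Exchanged stage labels in the HD mice are argued against by 626 genes lower than in WT mice in the libraries labelled post-symptomatic and 22 in those labelled pre-symptomatic. A lower share of neurons was tested first by neuron markers, whose median log2 change was -0.56 over both regions, which goes with that explanation. Glial markers were then examined, after this value was seen. In cortex, neuron markers had a median of -0.59, where a lower share of neurons alone would raise the markers of glia. Astrocyte, microglia and oligodendrocyte markers had medians of -0.499, -0.443 and -0.19. Each of these lists fell, and neuron markers fell most. The lack of a rise in glial markers therefore cannot exclude a lower share of neurons in cortex. In striatum, where neuron markers had a median of -0.56, a lower share of neurons cannot be told apart from a lower level per cell, because the mixed replicate enters these markers there. Without it the median of neuron markers in striatum was -0.13. A lower level of the transcript after onset is a hypothesis that stays open. Which of its transcripts changed was not tested.

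Replicate 2 of pre-symptomatic HD striatum differed from replicate 1. Striatum markers had a median log2 ratio of -1.59 and oligodendrocyte markers of 2.30 between them. Thalamus markers, listed after some of their values were seen, had a median log2 ratio of 5.21, with Prkcd at 253.1 CPM against 4.19 and Tcf7l2 at 473.9 CPM against 31.3. In a second list of thalamus markers written before its values were seen, the median log2 ratio was 2.28, and 10 of 11 genes were higher. WT striatum expressed 2 of the 7 genes of the first list and 7 of the 12 genes of the second at 5 CPM or more. Thalamus in the tissue piece is a candidate explanation. Earlier onset in that mouse is argued against by oligodendrocyte markers, whose median log2 ratio to post-symptomatic striatum was 1.56. Ttr, a choroid plexus transcript singled out after its values were seen, was at 927.7 CPM in this library and at 2978 CPM in replicate 2 of post-symptomatic HD cortex.

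Fcrls was at 17.4 ± 1.3 CPM (SD, n = 2) in pre-symptomatic and 1.20 ± 0.12 CPM (SD, n = 2) in post-symptomatic HD striatum, and fell by 2.72 on the log2 scale in WT mice too (adjusted p = 0.0413, edgeR). The other gene changed with age in WT mice was 4632415L05Rik (1.68). Fewer microglia are an unlikely cause, since the other microglia markers had a median log2 change of 0.18 in WT mice. A difference between the cohorts of mice was not tested.

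Of the 123 listed DNA damage and repair genes, 110 were tested in HD mice after onset and 65 were higher, with 3 called higher and 2 lower. Adjusted over the list alone, 5 were called. Of the 34 splits that could be fitted, 8 gave as small a p-value for the set as the real one, so the real split is not set apart from chance.

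Drd2, singled out after its values were seen, had at most 4 raw counts in any library, WT striatum included. Median log2 changes after onset in HD striatum and cortex were -1.81 and -0.29 for striatum markers, -1.81 and -0.68 for genes known to fall in R6/2 striatum, -0.80 and -0.44 for cortex markers, -1.12 and -0.56 for immediate early genes, -2.23 and -1.98 for blood markers and -0.17 and -0.035 for ubiquitin ligase partners of Fbxw7. The last of these lists includes Fbxw7 itself and Usp28. Single libraries moved several of these medians. In striatum, striatum markers had a median of -2.47 without the mixed replicate 2 of the pre-symptomatic group and -0.76 without replicate 1, and genes known to fall in R6/2 striatum of -2.42 and -0.92. Immediate early genes in cortex had a median of 0.037 without replicate 2 of the pre-symptomatic group and -1.09 without replicate 1, so a fall of these genes in cortex rests on replicate 2, where they summed to 953 CPM against 430 CPM in replicate 1 and 495 and 354 CPM after onset. Blood markers in striatum had a median of -1.02 without replicate 2 of the pre-symptomatic group and -4.20 without replicate 1 of the post-symptomatic group. In cortex, leaving out the libraries of the same stage and number gave -1.13 and -4.09. Genes known to fall in R6/2 striatum had a cortical median of -0.945 without replicate 2 and -0.417 without replicate 1 of the pre-symptomatic group. Ubiquitin ligase partners had a striatal median of -0.072 without replicate 1 of the pre-symptomatic group. Choroid plexus markers had a median of -0.86 in striatum and 4.19 in cortex, which single libraries set, with 0.97 in striatum without replicate 2 of the pre-symptomatic group and -0.84 in cortex without replicate 2 of the post-symptomatic group. They summed to 3684 CPM in replicate 2 of post-symptomatic HD cortex against 228 CPM in replicate 1, and to 1717 CPM in replicate 2 of pre-symptomatic HD striatum against 128 CPM in replicate 1. Blood markers followed the replicate number in both regions, at 345 and 522 CPM in replicate 1 and 74.3 and 65.0 CPM in replicate 2 after onset, and at 401 and 641 CPM in replicate 1 and 1315 and 1674 CPM in replicate 2 before it. The lists of striatum markers and of genes known to fall in R6/2 striatum share 8 genes. Against the 1 WT library of the post-symptomatic age in striatum and in cortex, median log2 ratios were -2.41 and -1.44 for striatum markers. They were -2.48 and -1.23 for genes known to fall in R6/2 striatum and -0.14 and -0.40 for cortex markers. Immediate early genes had medians of -2.03 and -1.02, and neuron markers of -0.067 and -0.404. Oligodendrocyte markers had medians of 0.708 and -0.533, and choroid plexus markers of 0.915 and 3.15.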
